# Pathway Analysis of MicroRNA Expression Profile during Murine Osteoclastogenesis

**DOI:** 10.1371/journal.pone.0107262

**Published:** 2014-09-15

**Authors:** Tiziana Franceschetti, Neha S. Dole, Catherine B. Kessler, Sun-Kyeong Lee, Anne M. Delany

## Abstract

To design novel therapeutics against bone loss, understanding the molecular mechanisms regulating osteoclastogenesis is critical. Osteoclast formation and function are tightly regulated by transcriptional, post-transcriptional and post-translational mechanisms. This stringent regulation is crucial to prevent excessive or insufficient bone resorption and to maintain bone homeostasis. microRNAs (miRNAs) are key post-transcriptional regulators that repress expression of target mRNAs controlling osteoclast proliferation, differentiation, and apoptosis. Disruption of miRNA-mediated regulation alters osteoclast formation and bone resorption. Prior studies profiled miRNA expression in murine osteoclast precursors treated with RANKL for 24 hours. However, a more complete miRNA signature, encompassing early, mid and late stages of osteoclastogenesis, is wanting. An Agilent microarray platform was used to analyze expression of mature miRNAs in an enriched population of murine bone marrow osteoclast precursors (depleted of B220^+^ and CD3^+^ cells) undergoing 1, 3, or 5 days of RANKL-driven differentiation. Expression of 93 miRNAs, changed by >2 fold during early, mid, and late stages of osteoclastogenesis, were identified and sorted into 7 clusters. We validated the function and expression of miR-365, miR-451, and miR-99b, which were found in distinct clusters. Inhibition of miR-365 increased osteoclast number but decreased osteoclast size, while miR-99b inhibition decreased both osteoclast number and size. In contrast, overexpression of miR-451 had no effect. Computational analyses predicted mTOR, PI3 kinase/AKT, cell-matrix interactions, actin cytoskeleton organization, focal adhesion, and axon guidance pathways to be top targets of several miRNA clusters. This suggests that many miRNA clusters differentially expressed during osteoclastogenesis converge on some key functional pathways. Overall, our study is unique in that we identified miRNAs differentially expressed during early, mid, and late osteoclastogenesis in a population of primary mouse bone marrow cells enriched for osteoclast progenitors. This novel data set contributes to our understanding of the molecular mechanisms regulating the complex process of osteoclast differentiation.

## Introduction

The maintenance of bone homeostasis requires a tight control of the number and activity of osteoblasts, the bone-forming cells, and osteoclasts, the only cells able to resorb mineralized bone matrix. Osteoclast differentiation is an intricate process, regulated at multiple levels by transcription factors and post-translational modifications. In this process, myeloid progenitor cells differentiate into monocytes, commit to the osteoclast lineage, migrate, and then fuse into multinucleated polykaryons, at the expense of the alternative macrophage fate. Macrophage-colony stimulating factor (M-CSF, CSF1) and receptor activator of nuclear factor kappa-B ligand (RANKL) are key cytokines responsible for driving osteoclastogenesis from multipotential hematopoietic progenitors. Several intracellular signaling pathways promote commitment to the osteoclast lineage, and converge on the activation of NFATc1, the master transcriptional regulator of osteoclastogenesis. NFATc1, in combination with other transcription factors, including PU.1, MITF, NFκB, and c-Fos, coordinates the expression of genes necessary for bone resorption, such as Cathepsin K, Tartrate-resistant acid phosphatase (*Acp5, Trap*), and Calcitonin receptor [1]–[3].

More recently, a growing number of reports have demonstrated the important role of microRNAs (miRNAs) in osteoclast biology. miRNAs are short single-stranded, non-coding RNA that act, for the most part, as post-transcriptional regulators of gene expression. This is achieved primarily by binding target mRNAs at sites frequently located in the 3′ untranslated region (UTR). However, miRNA binding sequences have been identified also in the coding region and in the 5′ UTR [4], [5]. miRNA activity requires its incorporation in a RNA-induced silencing complex (RISC). Target recognition by the miRNA relies mainly on near-perfect complementarity of the mRNA with the miRNA “seed region”, a 6–8 nucleotide-long sequence in the 5′ end of the miRNA. Upon target binding, repression of gene expression is accomplished by suppressing translation, and/or decreasing the stability of the mRNA.

The critical role of the miRNA processing pathway in the osteoclast lineage was described. In vitro, silencing of DiGeorge syndrome critical region 8 gene (DGCR8), Argonaute2 (Ago2), and Dicer1, key miRNA processing factors, decreased osteoclastogenesis and bone resorption [6]. In vivo, deletion of Dicer in the myeloid lineage, using a CD11b promoter driven-Cre recombinase, and in mature osteoclasts, using a Cathepsin K promoter driven-Cre, led to the development of mild osteopetrosis, due to impaired osteoclast differentiation and activity [6], [7]. These studies highlight the overall importance of miRNAs in regulating osteoclast biology, and allude to their potential as therapeutic targets for pathologies caused by excessive or insufficient osteoclast activity. However, little is known about the function of individual miRNAs in osteoclastogenesis.

At present, few miRNAs and only a handful of target genes have been analyzed in the osteoclast lineage [6], [8]–[15]. Hundreds of miRNAs have been identified, and each miRNA can potentially regulate hundreds of mRNAs. To date, miRNA expression profiling in osteoclasts has been limited to a study examining bone marrow macrophages treated with RANKL for 24 hours or a study examining the immortalized cell line RAW264.7 treated with RANKL for 1 or 3 days [8], [16]. Osteoclastogenesis is a complex, multistage process with distinct cellular phenotypes evident in the early, middle and late stages of differentiation. To understand how miRNAs control osteoclast formation and function, a critical first step is the identification of miRNAs that are expressed in these distinct stages of the differentiation, using a physiologically relevant culture system.

In the present study, we profiled miRNA expression during the early, middle, and late stages of osteoclastogenesis, in a population of primary murine bone marrow cells enriched for osteoclast progenitors. Clusters of differentially expressed miRNAs were identified, and computational target prediction tools and pathway analysis were used to identify sets of miRNAs that could regulate pathways critical for cell motility, cell-matrix interactions, and regulation of the actin cytoskeleton. This data set is a unique resource for future studies aimed at understanding the function of each miRNA that is regulated during osteoclast differentiation.

## Materials and Methods

### Ethics statement

All animal protocols were approved by the Institutional Animal Care and Use Committee at the University of Connecticut Health Center (protocol 100435-0315).

### Cell culture

Primary osteoclast precursor cultures were established using bone marrow from 6–8 week old C57BL/6 male mice, which had been enriched for osteoclast precursors by depletion of B220/CD45R-positive and CD3-positive cells (B and T lymphocytes, respectively). Briefly, bone marrow was isolated from femurs, tibias, and humeri, and depleted of erythrocytes by treatment with ammonium-chloride-potassium (ACK) buffer (Gibco Life Technologies, Grand Island, NY) [17]. Cells were incubated with Phycoerythrin (PE)-conjugated primary antibodies for CD45R and CD3 (eBioscience, San Diego, CA), and with magnetically labeled anti-PE microbeads (MiltenyiBiotec, Auburn, CA). Magnetic-Activated Cell Sorting (MACS) Column Technology (MiltenyiBiotec, Auburn, CA) was used to capture CD45R and CD3 positive cells in the column, and the flow-through contained a population of cells enriched for monocytic and non-lymphoid lineage cells. Flow cytometric analysis was performed to analyze the presence of CD45R and CD3 positive cells. Standard staining procedures were used to label the cells for flow cytometry. Nonviable cells were identified by their ability to incorporate propidium iodide (PI). Flow cytometry was performed using a BD-FACS Aria (BD Biosciences, San Jose, CA, USA), and data were analyzed using FlowJo software from Tree Star Inc (Ashland, OR, USA).

Cells were cultured in α-MEM (Gibco Life Technologies, Grand Island, NY) supplemented with 10% FBS (Fetal Bovine Serum, Atlas Biologicals, Fort Collins, CO) and 30 ng/ml murine recombinant M-CSF (eBioscience, San Diego, CA). Bone marrow-derived osteoclast precursor cells were cultured in the presence of 30 ng/ml M-CSF and 30 ng/ml murine recombinant RANKL (eBioscience) for up to 5 days [11].

### miRNA Microarray

Primary osteoclast precursors were plated at 500,000 cells/well in 6 well plates. Total RNA was isolated from differentiating cultures using the miRNeasy Mini kit (Qiagen, Valencia, CA). On-column DNase treatment was performed to reduce contamination with genomic DNA, and an additional treatment with RQ1 DNase (Promega, Madison, WI) was performed prior to gene expression analysis. RNA concentration and purity were assessed by spectrophotometric analysis. The quality of small RNAs in each sample was determined using the 2100 Bioanalyzer assay (Agilent Technologies, Santa Clara, CA).

Four independent cultures were analyzed for each time point. For each sample, 200 ng of total RNA were labeled using miRNA Microarray System with miRNA Complete Labeling and Hyb Kit (Agilent Technologies). According to the manufacturer’s instructions, the samples were hybridized for 20 hours onto a mouse miRNA Microarray, Release 15.0, 8×15 K (based on Sanger miRBase release 15.0), containing 627 mouse mature miRNA probes (Agilent Technologies). Hybridized and washed array slides were scanned at 5 µm resolution using an Agilent SureScan Microarray Scanner (Agilent Technologies). Image processing was completed using Feature Extraction Software (Agilent Technologies).

### Microarray data analysis

Microarray data were normalized and analyzed using the GeneSpring GX software (Technology 29152_v.17_0, Agilent Technologies). The complete data set may be accessed at NCBI-Gene Expression Omnibus (accession GSE53017). miRNAs detected in at least one sample were subjected to quantile normalization to allow comparison between the microarray chips, and relative expression is presented as log(base 2). One-way Analysis of Variance (ANOVA) was performed on miRNAs expressed during the time course of osteoclast differentiation analyzed (days 1, 3, and 5). miRNAs showing >2 or <−2 fold-change, with p<0.01, were considered statistically significant. A hierarchical clustering analysis was used to organize the genes based on similarities in their expression profiles. A list of putative miRNA targets was identified using the prediction algorithm DNA Intelligent Analysis (DIANA) DIANA-microT-CDS (v5.0). The predicted miRNA targets were annotated into functional pathways using DIANA-miRPath (v2.0) (http://diana.imis.athena-innovation.gr/DianaTools/index.php?r=site/index) [18].

### Quantitative Real time PCR

miRNA expression levels were analyzed using the TaqMan MicroRNA Assay (Life Technologies, Grand Island, NY). According to the manufacturer’s instructions, 22.5 ng of RNA were reverse transcribed with specific primers to generate cDNA. The expression of miR-365, miR-99b, and miR-451 was detected by qPCR in a MiQ qPCR cycler (Bio-Rad) and normalized to U6 small nuclear RNA (RNU6b) levels, using the absolute quantification method. Data are presented as mean ± SEM; N = 4. Results shown are representative of 2–3 independent experiments. Data were analyzed by one-way ANOVA with Bonferroni post-hoc test as appropriate (KaleidaGraph, Synergy Software, Reading, PA).

### miRNA inhibitor or mimic transfection and osteoclastogenesis

Bone marrow cells isolated from long bones of 6–8-week-old C57BL/6 mice were cultured overnight, to reduce the mesenchymal cell population. Enrichment in monocyte precursor population was achieved by subjecting the non-adherent cells to density gradient centrifugation with Ficoll (GE Healthcare, Piscataway, NJ). Bone marrow-derived monocytes (BMMs) were plated at 30,000 cells/well in 96-well plates and cultured in α-MEM media supplemented with 10% FBS in presence of 10 ng/ml M-CSF for 2 days. Cells were then transfected with 50 nM miRNA inhibitors or mimics (Dharmacon), or the appropriate scrambled control, using HiPerFect transfection reagent (Qiagen, Valencia, CA). Six hours post-transfection, osteoclast differentiation was induced with M-CSF and RANKL treatment (30 ng/ml each) [11].

### In Vitro Osteoclast Formation Assay

Cells were fixed in 2.5% glutaraldehyde in PBS, and TRAP activity was detected according to the manufacturer’s instructions using the Acid Phosphatase Leukocyte (TRAP) kit (Sigma-Aldrich). Osteoclast cultures were imaged using light microscopy and TRAP positive cells with more than 3 nuclei were counted as osteoclasts. CellSens Dimension software (Olympus) was used to measure osteoclast area; N = 6. Data shown are representative of 2 independent experiments.

## Results and Discussion

### Differential miRNA expression during in vitro osteoclastogenesis

Mouse bone marrow is a widely used source of primary osteoclast progenitors for in vitro analyses. However, it represents a highly heterogeneous population, containing monocytes, megakaryocyte precursors, macrophages, neutrophils, and a higher percentage of lymphocytes, which can interfere with the study of osteoclast-specific mechanisms. Our unpublished data indicate that, after erythrocyte depletion, 25–30% of total bone marrow is B220 (CD45R)^+^ and 5–7% is CD3^+^ (unpublished data). In addition, the majority of the most efficient osteoclast precursors is contained within the B220^−^/CD3^−^/CD11b^−/lo^ population in the bone marrow [19], [20]. Therefore, we sought to decrease the heterogeneity of the precursor population, prior to the initiation of osteoclastogenesis, by depleting the lymphocytic cells (B220^+^ or CD3^+^). Mouse bone marrow cells were subjected to MACS sorting using CD45R and CD3 antibodies. Flow cytometric analysis confirmed a 93–95% depletion of T and B cells, thereby decreasing the heterogeneity of the marrow cells that were subsequently plated for experiments (Figure 1A). We cultured mouse bone marrow-derived osteoclast precursors in the presence of M-CSF and RANKL for up to 5 days. At days 1, 3, and 5 of culture, osteoclast formation was monitored by TRAP staining, and total RNA was harvested (Figure 1B). Under these conditions, osteoclast number increased progressively, and mRNA levels for the osteoclast markers TRAP and Cathepsin K were increased from day 1 to day 3, and maintained at day 5, as we previously reported [11].

**Figure 1:**
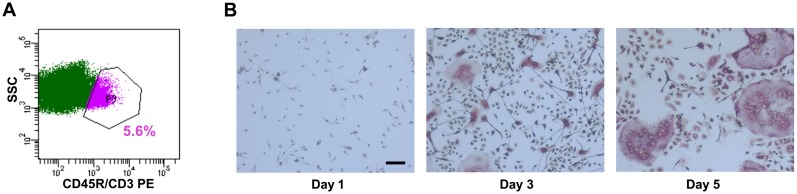
MACS sorting depleted lymphocytes from bone marrow-derived osteoclast cultures. (A) Bone marrow cells were depleted of CD45R^+^ and CD3^+^ cells by MACS sorting, using CD45R and CD3 antibodies. The negative population, constituted by non-lymphoid cells and enriched for monocytes, was collected and analyzed by flow cytometry. The gated population identifies the CD45R/CD3^+^ cells (purple) (n = 3). (B) The enriched population of bone marrow-derived osteoclast precursors was cultured in the presence of M-CSF and RANKL (30 ng/ml each) for up to 5 days. Representative images of TRAP stained cultures after 1, 3, and 5 days of differentiation were captured using 10X magnification. (n = 3).

The Agilent mouse miRNA microarray that we used contained 627 probes for mature miRNAs. 

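Mouse bone marrow cells depleted of B and T lymphocytes were cultured with M-CSF (30 ng/ml), a growth factor on which the osteoclast precursors depend, and RANKL (30 ng/ml), the cytokine that drives them to become osteoclasts. RNA from 4 independent cultures at each of days 1, 3, and 5 was hybridized to 12 arrays, 1 culture per array. Each array is read in 1 color and carries 14635 spots, of which 715 are control spots and 13920 belong to 1937 probes for 696 mouse miRNAs. A miRNA has 1 to 4 different probes and 20 spots. The authors extracted the images with Feature Extraction software, which subtracts the background, adds up the probes of a miRNA to a total signal, and marks whether the miRNA was detected on that array. This total signal is a linear intensity that had not been normalized between arrays. The authors also deposited normalized log2 values for 718 features, 22 of them controls. These 2969 values are present on each array exactly where the software marked the feature as detected.
Between 233 and 276 miRNAs were detected per array at day 1 (median 252), between 211 and 226 at day 3 (median 214.5), and between 186 and 269 at day 5 (median 251.5). The median signal of the detected miRNAs divided by the local background, taken per array, had a median of 9.83 at day 1, 9.12 at day 3, and 8.10 at day 5. The total miRNA signal, averaged over 4 arrays, was 58.6% of that of day 1 at day 3 and 80.7% at day 5. All arrays of days 1 and 5 lay on slide 1 and were read in scan 1, whereas the 4 arrays of day 3 lay on slide 2 (scan 2). Comparisons with day 3 therefore include any difference between the slides, and its share in the change of a single miRNA was not separated. Within the slides, the day 1 arrays lay in row 1 and the arrays of days 3 and 5 in row 2. Comparisons with day 1 thus include any difference between the rows, which was not tested.
As in the methods of the paper, miRNAs detected on at least 1 array were quantile normalized and converted to log2. The total signal was chosen here as the signal to normalize, and a floor of 1 was set here before the logarithm. The floor applied to 9.28% of the values. The 3 time points were compared with limma, which shares an estimate of the spread among miRNAs, and p values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.01. Quantile normalization removes any difference in total signal between arrays, so that changes are relative to the other miRNAs. The number of arrays, 4 per time point, limits the precision. A miRNA that was not detected, or was saturated, on every array of a time point has only a bound there, given as at least N-fold. For the bound, each array without detection contributes the higher of the measured value and the lowest normalized signal of any miRNA detected on it. On some arrays that signal is close to the floor, so a stricter bound with the 5th percentile of the detected signals in its place is given beside it. Bounds hold for the quantile normalized values. Names with -5p and -3p in the paper were matched to the names on the array, for 16 labels by the place of the probe in the precursor. Of 106 labels from the paper and from lists of marker miRNAs chosen here, 104 were matched. Not on the array were miR-144* and miR-486, both from the marker lists.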

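Across the mouse miRNAs on the array, 334 were marked as detected on at least 1 of the 12 arrays. On all 4 arrays of at least 1 time point, 247 miRNAs were detected. Requiring detection on all 12 arrays changed the number most, to 148. Saturated spots occurred for 12 miRNAs, and for 10 of these on every array of a time point, where the signal is a lower limit.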

In our sample set, 258 miRNAs were significantly detected in at least one time point. 142 of these miRNAs were significantly changed during the time course investigated, and several were identified for the first time in the osteoclast lineage. 

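With the moderated F test of limma over days 1, 3, and 5, 210 miRNAs passed the threshold after Benjamini-Hochberg adjustment. In a principal component analysis of the same values, the first component held 65.6% of the variance. The day 1 arrays scored between -35.4 and -30.8 on it, the day 3 arrays between 11.5 and 13.8, and the day 5 arrays between 17.9 and 23.4, so that the time points did not overlap. The number of changed miRNAs moved most, to 114, when only miRNAs detected on every array were tested. The methods' one-way analysis of variance, applied to the same values, gave 214 miRNAs at the unadjusted threshold and 201 after adjustment. With each array left out in turn, the limma count stayed between 195 and 214.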

Among the significantly changed miRNAs, 93 miRNAs showed >±2 fold-change. 

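Among the miRNAs past the F test, 156 differed more than 2-fold between the means of at least 1 pair of time points. This number fell to 58 when the test was restricted to miRNAs detected on every array, the alternative that moved it most. With each array left out in turn it ranged from 146 (without day 1 replicate 1, or without day 1 replicate 4) to 159 (without day 5 replicate 4).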

49 miRNAs were up-regulated over time, whereas 44 were down-regulated (Figure S1). 

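By the sign of the largest difference between time points, 80 of the miRNAs were up-regulated and 76 were down-regulated, so that 51.3% were up-regulated. The sign of day 5 against day 1 gave these 2 counts as well. The split moved most without normalization between arrays, with 60 up-regulated and 98 down-regulated miRNAs (38.0% up-regulated). Scaling to the 75th percentile of the miRNAs detected on all arrays gave 53 and 83 (39.0% up-regulated). Among miRNAs detected on all 8 arrays of days 1 and 5, the largest rise was that of miR-378-3p, with a log2 change of 5.17 (SE 0.07, adjusted p = 3.29e-13 from limma with Benjamini-Hochberg adjustment). It was followed by miR-365-3p, by miR-674-3p with 3.13 (SE 0.11), by miR-99a-5p and by miR-199a-5p. The largest fall was that of miR-1897-5p, with a log2 change of -3.55 (SE 0.21, adjusted p = 7.78e-08 from limma with Benjamini-Hochberg adjustment). It was followed by miR-188-5p with -3.38, miR-680 with -3.06, miR-494 with -2.62, and miR-705, also with -2.62. These 10 miRNAs were chosen among those in which all arrays of one day lay above all arrays of the other.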

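The time-point means of the miRNAs changed more than 2-fold were grouped by hierarchical clustering with Euclidean distance and average linkage, which the methods leave open. Divided into 7 groups, the miRNAs formed groups of 49, 25, 22, 19, 17, 14, and 10. The groups of 17, 14, and 10 held only miRNAs that rose over time, and the group of 22 only miRNAs that fell. In the largest group, 26 miRNAs rose and 23 fell. The largest group held 43 miRNAs with complete linkage, 53 with centroid linkage, and 69 when the distance was 1 minus the Pearson correlation. The grouping rests on means alone, and no test was applied to it.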

Based on their level of expression and change during differentiation, hierarchical clustering divided these 93 miRNAs into 7 clusters (Table 1, Figures 3–9, Figure S1).

**Table 1:** miRNA clusters.

Cluster number	Name/Description
1	Highly expressed
2	Modestly expressed down-regulated
3	Modestly expressed up-regulated
4	Well expressed up-regulated
5	Well expressed down-regulated
6	Most down-regulated over time
7	Most up-regulated over time

Hierarchical clustering of the miRNAs significantly changed during osteoclast differentiation generated 7 subgroups.

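Figures 3–9 label 93 miRNAs, 48 shown as rising and 45 shown as falling. Cluster 1 holds both directions, with 11 of the 48 and 8 of the 45. From day 1 to day 5 all 93 changed in the direction of their figure, with miR-669a-5p changing least (log2 change -0.06, and 0.43 in the authors' deposited values). Of the 93, 85 passed the F test of limma and changed more than 2-fold. This number was lowest, at 50, when only miRNAs detected on all arrays were tested, which left 61 of the labels. In the grouping of the 85 by Euclidean distance and average linkage, 95.6% of the pairs of labels that share a figure also shared a group, against 36.1% of all pairs of labels. These shares were 96.1% and 24.5% with complete linkage, 88.8% and 34.6% with centroid linkage, and 64.8% and 34.4% when the distance was 1 minus the Pearson correlation. With each array left out in turn, the share of pairs in a figure ranged from 76.3% (without day 3 replicate 3, against 28.4% of all pairs) to 100% (without day 3 replicate 4, against 51.6% of all pairs), and it was 77.0% without day 1 replicate 4 (against 30.4%). In the main grouping, the groups of 49, 25, 19, and 17 held 46, 9, 18, and 12 of the 85 labels, and the other groups held 0. The group of 49 joined labels of different clusters, among them miR-365-3p of cluster 4 and miR-451 of cluster 5. A high share of pairs kept together therefore does not mean that the 7 clusters were separated from each other. The paper names its clusters by level and change (Table 1).

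**Figure D1:**
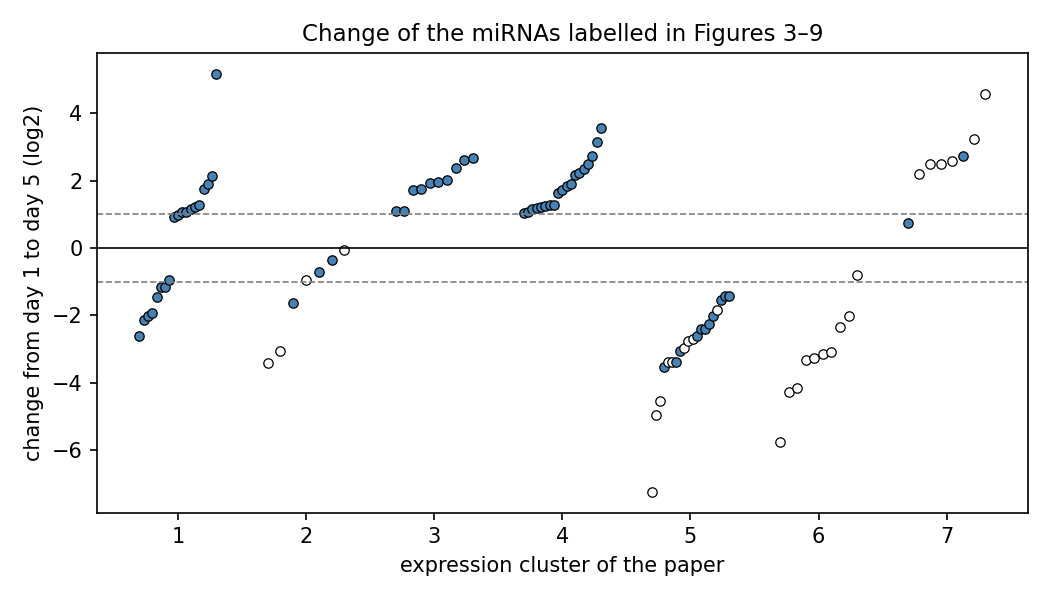
Change from day 1 to day 5 on the log2 scale (vertical axis) of each miRNA labelled in Figures 3–9, by the expression cluster of the paper (horizontal axis), ordered by size within a direction. Filled points were detected on all 8 arrays of days 1 and 5, open points on fewer, and the dashed lines mark a 2-fold change; clusters 3, 4, and 7 lie above 0, clusters 2, 5, and 6 below it.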

### Verification of microarray results

We first compared our microarray results with other published murine miRNA profile analyses in osteoclastic cultures. The expression pattern that we observed for 17 of the significantly regulated miRNAs was similar to that observed in a 24 or 82 hour RANKL-driven RAW264.7 cell differentiation, or in a 24-hour RANKL-treatment of bone marrow macrophages (Table 2) [8], [16]. However, a few discrepancies were noted in miRNA expression trends between our microarray data and those published by other investigators. These are likely attributable to differences in the experimental design; most notably differences in the percentage of osteoclast precursor cells used, as well as the time in culture. 

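All 17 miRNAs of Table 2 changed from day 1 to day 5 in the tabulated direction, 14 of them upward and 3 downward. In the F test of limma, 17 passed after Benjamini-Hochberg adjustment over all miRNAs tested, and 17 passed adjusted over the list alone. The list was chosen on these samples, so the second count is not independent evidence. The F test and the 2-fold limit together were passed by 15. For day 5 against day 1 alone, 16 passed over all miRNAs tested and 16 adjusted over the list alone. The exception was miR-338-3p, which had fallen at day 3 (log2 change -1.10, SE 0.22, adjusted p = 0.00142 from limma with Benjamini-Hochberg adjustment) and by day 5 had a change of -0.35 (SE 0.22, adjusted p = 0.181 from the same limma fit). Scaled to the 75th percentile of the miRNAs detected on all arrays, its day 5 change was -0.62, past the threshold. The smallest rise was that of let-7a-5p, with a log2 change of 0.92 (SE 0.14), and miR-146b-5p had a change of -0.71 (SE 0.15). All 4 day 5 arrays were saturated for let-7f-5p, so that its rise was at least 2.10-fold in the quantile normalized values (adjusted p = 5.84e-05 from limma with Benjamini-Hochberg adjustment). The rises of let-7a-5p and let-7f-5p did not pass the threshold under this percentile scaling (log2 changes of 0.57 and 0.60), with scaling to the median of these miRNAs (0.91 and 0.95), or without normalization between arrays (0.57 and 0.61). Without normalization, miR-98-5p did not pass either (0.84). The fall of miR-146b-5p did not pass with the 75th percentile over all miRNAs (-0.64) or in the authors' deposited values (-0.62). In the F test, 14 of the 17 passed without normalization, 15 under the first percentile scaling and under the median scaling, and 16 with the 75th percentile over all miRNAs and with the processed spot signal. Day 3 against day 1 had the tabulated direction for 16 miRNAs, and day 5 against day 3 for 14.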

Our study is unique in that we analyzed an enriched population of primary osteoclast precursors from the bone marrow, and evaluated miRNA expression during early, middle, and late phases of differentiation.

**Table 2:** Changes in miRNA profile during murine osteoclastogenesis, confirmed by other microarray studies.

miRNA	Expression during osteoclastogenesis	Experimental system	References
let-7a-5p	↑	BMMs, RAW264.7	[8], [16]
let-7e-5p	↑	BMMs, RAW264.7	[8], [16]
let-7f-5p	↑	BMMs, RAW264.7	[8], [16]
miR-100-5p	↑	RAW264.7	[16]
miR-125a-5p	↑	RAW264.7	[16]
miR-125b-5p	↑	RAW264.7	[16]
miR-146a-5p	↑	RAW264.7	[16]
miR-146b-5p	↓	RAW264.7	[16]
miR-185-5p	↑	RAW264.7	[16]
miR-29b-3p	↑	BMMs, RAW264.7, bonemarrow-derived osteoclastprecursors	[8], [11], [16]
miR-338-3p	↓	RAW264.7	[16]
miR-365-3p	↑	RAW264.7	[16]
miR-378-3p	↑	RAW264.7	[16]
miR-674-3p	↑	RAW264.7	[16]
miR-689	↓	RAW264.7	[16]
miR-98-5p	↑	BMMs, RAW264.7	[8], [16]
miR-99a-5p	↑	RAW264.7	[8], [16]

Published studies in RAW264.7 cell line and mouse bone marrow macrophages (BMMs) confirm the expression pattern for 17 of the 97 miRNAs regulated during the course of osteoclastogenesis [8], [16].

We next verified changes in the expression of several miRNAs using quantitative RT-PCR (qRT-PCR), focusing on 3 miRNAs that had not been previously identified, to our knowledge, in cells of the osteoclast lineage: miR-99b-5p, miR-365-3p and miR-451. 

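miR-365-3p was detected on all 12 arrays. Its normalized signal on the log2 scale was 8.68 ± 0.21 (SD, n = 4) at day 1 and 12.25 ± 0.16 (SD, n = 4) at day 5, a log2 change of 3.57 (SE 0.12, adjusted p = 8.54e-10 from limma with Benjamini-Hochberg adjustment). All day 5 arrays lay above all day 1 arrays (exact permutation test, two-sided, p = 0.0286, the smallest possible with 4 arrays against 4). Over 16 alternative treatments of the data the change ranged from 3.02 with normexp background correction to 3.72 in the authors' deposited values. miR-99b-5p was detected on 2 of the 4 arrays at day 1 and on all arrays at days 3 and 5. Its normalized signal was 6.61 ± 0.13 (SD, n = 4) at day 1, 8.54 ± 0.07 (SD, n = 4) at day 3, and 9.11 ± 0.26 (SD, n = 4) at day 5. The log2 change from day 1 to day 5 was 2.49 (SE 0.13, adjusted p = 2.36e-08 from limma with Benjamini-Hochberg adjustment), with no overlap between the arrays of both days (exact permutation test, two-sided, p = 0.0286). It ranged more widely over 15 alternatives, from 1.20 with normexp background correction to 8.22 in the authors' deposited values. With each array left out in turn, it stayed between 2.40 and 2.57.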

In our data set, miR-365-3p was well expressed and highly up-regulated (Cluster 4), whereas miR-99b-5p was less well expressed, but one of the most prominently up-regulated miRNAs during osteoclast differentiation (Cluster 7). In contrast, miR-451 was well expressed in precursors, but strongly down-regulated during differentiation (Cluster 5). qRT-PCR verified the results of the array data (Figure 2). 

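miR-451, whose probe matches chromosome 11 of mm9 from 77886689 to 77886709, had a normalized log2 signal of 14.94 ± 0.25 (SD, n = 4) at day 1, 10.76 ± 0.36 (SD, n = 4) at day 3, and 7.70 ± 0.44 (SD, n = 4) at day 5. It was detected on all arrays of days 1 and 3 and on 3 of the 4 arrays of day 5. The log2 change was -4.18 from day 1 to day 3 (SE 0.25, adjusted p = 1.34e-07 from limma with Benjamini-Hochberg adjustment) and -7.24 from day 1 to day 5 (SE 0.25, adjusted p = 8.78e-10 from the same limma fit). A further fall of -3.07 separated day 5 from day 3 (adjusted p = 1.27e-05 from the same limma fit). In each comparison the arrays of the later day all lay below those of the earlier day (exact permutation test, two-sided, p = 0.0286). Over 15 alternatives the change from day 1 to day 5 ranged from -9.59 in the authors' deposited values to -6.18 with normexp background correction. With each array left out in turn, it stayed between -7.35 and -7.02. For these 3 miRNAs, the paper states that qRT-PCR verified the array data. The directions are the same, but some sizes differ. By qRT-PCR the paper found hardly any miR-451 left at day 3, while all day 3 arrays still detected it. The paper gives 1 common fold rise for miR-99b-5p and miR-365-3p, while their log2 changes here were 2.49 and 3.57.

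**Figure D2:**
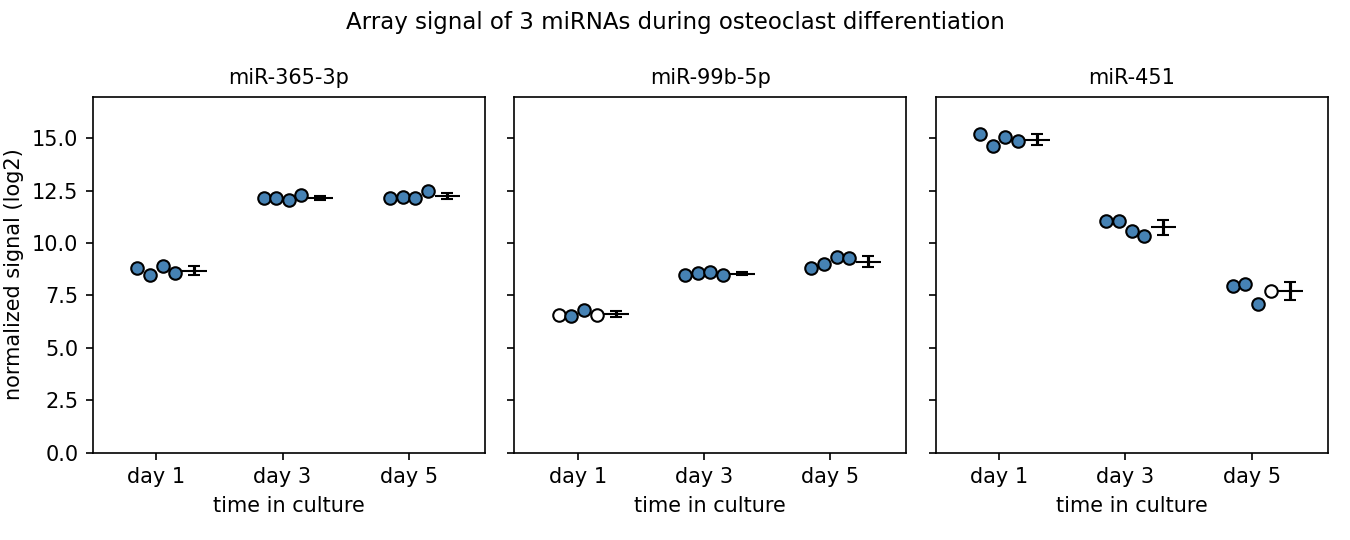
Normalized signal on the log2 scale (vertical axis) of miR-365-3p, miR-99b-5p, and miR-451 at days 1, 3, and 5 of culture (horizontal axis). Each point is 1 array (n = 4 per day), open where the miRNA was not detected, and the bar beside each group shows its mean and SD; miR-365-3p and miR-99b-5p rise from day 1 to day 3, and miR-451 falls at each step.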

Expression of miR-99b-5p and miR-365-3p increased 12 fold between days 1 and 5 of culture (Figure 2A). Expression of miR-451 decreased dramatically between 1 and 3 days of culture, such that it was virtually undetectable on days 3 or 5.

**Figure 2:**
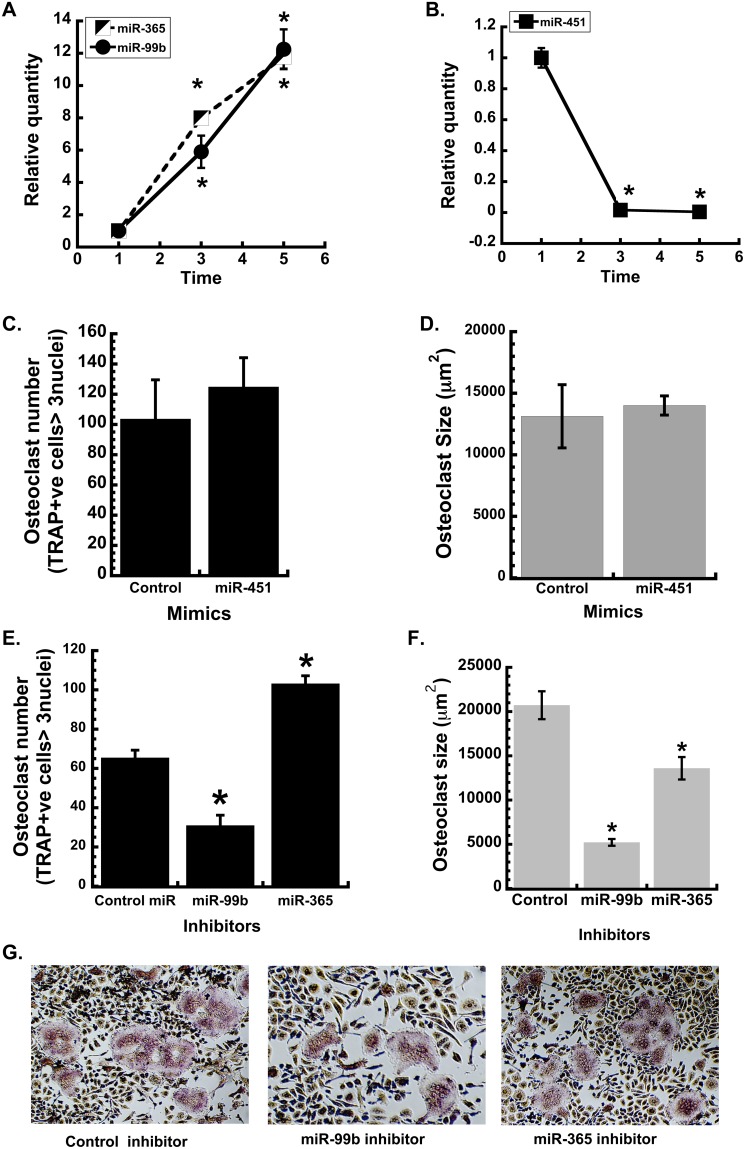
Validating the expression and function of candidate miRNAs from the microarray analysis. The expression of selected miRNAs, that were changed >±2 fold during osteoclast differentiation, was confirmed by qRT-PCR. (A) miR-365 and miR-99b levels, and (B) miR-451 levels were quantified after 1, 3, and 5 days of differentiation with M-CSF and RANKL (30 ng/ml each). Gene expression was normalized to U6. n = 4; * significantly different from day 1 (p<0.01). Primary BMMs were transfected with 50 nM miRNA mimic (C and D) or miRNA inhibitors (E and F) or the appropriate non-targeting control. Cells were differentiated into osteoclasts with treatment of M-CSF and RANKL (30 ng/ml each) for 3 days. Osteoclast formation was evaluated by TRAP staining. Osteoclast number and size, *p<0.05 different from control inhibitor (n = 6). (G) Representative images of miR-99b, −365 and control inhibitor transfected osteoclasts (4x magnification).

Since miR-451 levels were dramatically decreased during osteoclast differentiation, to test its function, BMMs were transfected with a miR-451 mimic prior to RANKL-mediated differentiation. However, osteoclast number and size were not affected by the miR-451 mimic, suggesting that this miRNA may not have a significant role in osteoclastogenesis in vitro, although these data do not preclude potential actions in vivo (Figure 2C and D). It has been reported that miR-451 is required for erythroid differentiation and homeostasis [21], [22]. Therefore, it is possible that the high levels of miR-451 detected at day 1 are due to the presence of erythrocyte precursors in the cultures, which will not survive in culture with M-CSF and RANKL. Indeed, we could not detect expression of miR-451 by qRT-PCR in the bipotential mouse monocytic cell line RAW264.7 (data not shown).

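In the gene table of the mouse assembly GRCm38.p6, the gene of miR-451 (Mir451a) has Mir144 as a neighbor on chromosome 11. miR-144 was detected on 2 of the 4 arrays at day 1 and on none at days 3 and 5. Its measured level at day 1, a mean of 7.10 ± 0.67 (SD, n = 4) on the log2 scale, was at least 4.65-fold above that of day 3 and at least 5.06-fold above that of day 5 (adjusted p = 1.79e-09 for day 5 from limma with Benjamini-Hochberg adjustment). With the 5th percentile of the detected signals, the bound for day 5 was at least 1.52-fold and day 3 gave no bound. All values of days 3 and 5 were at the floor, so this p value rests on the spread of the other arrays. Reasoning that miR-451 is required for erythroid differentiation, the paper proposes that its high level at day 1 may have come from erythrocyte precursors that do not survive in these cultures. As further evidence, it reports that qRT-PCR did not detect miR-451 in a mouse monocytic cell line.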

To determine whether the strongly up-regulated miRNAs had a positive role in osteoclastogenesis, bone marrow-derived monocytes (BMMs) were transiently transfected with inhibitors for miR-99b-5p or miR-365-3p. Osteoclast number and size were determined after 3 days of culture in the presence of RANKL. Inhibition of miR-99b activity resulted in a 50% decrease in osteoclast number compared to the control inhibitor, and the osteoclast size was also significantly reduced (Figure 2E–G). This decline in osteoclast number and size indicates that miR-99b is crucial for osteoclast formation.

Previously, miR-99b was shown to be up-regulated in dendritic cells and monocytes during inflammation [23], [24]. In other cell types, miR-99b was shown to directly target components of the TNFα (tumor necrosis factor α) signaling pathway: *Tnfα*, *Tnfrsf4* (Tumor Necrosis Factor Receptor Superfamily, Member 4), and *Traf2* (TNF receptor-associated factor 2) [23], [25]–[27]. In addition, the miR-99 family has been shown to directly target *Mtor* (mammalian target of rapamycin) [28], [29]. Since TNFα signaling and the mTOR pathway are both key positive regulators of osteoclastogenesis, it is possible that miR-99b could play a role in fine tuning and integrating the response to TNFα and mTOR signaling, to promote optimal osteoclast differentiation. It is also likely that other yet undiscovered miR-99b targets are important for osteoclastogenesis.

In contrast to miR-99b, inhibition of miR-365 increased osteoclast number, while decreasing osteoclast size. These data suggest that miR-365 may fine tune osteoclastogenesis, regulating osteoclast size and number in an opposing manner. In other cell types, miR-365 has been shown to target Cyclin D1 and CDC25A, as well as pro-apoptotic BAX [30], [31]. Inhibition of miR-365 activity could lead to increased cell number, a potential explanation for the increased osteoclast number observed in our studies (Figure 2). 

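The rise of miR-365-3p was already present at day 3, where its normalized log2 signal was 12.16 ± 0.11 (SD, n = 4). The log2 change from day 1 to day 3 was 3.48 (SE 0.12, adjusted p = 1.16e-09 from limma with Benjamini-Hochberg adjustment; exact permutation test, two-sided, p = 0.0286). From day 3 to day 5 a change of 0.09 (SE 0.12, adjusted p = 0.683 from the same limma fit) was within the spread between arrays. Without normalization between arrays, the step from day 1 to day 3 was 2.61 and the step from day 3 to day 5 was 0.74. The day 3 arrays share a slide that holds no other day.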

The increased levels of miR-365 during osteoclast differentiation could slow proliferation and increase survival.

Notably, miR-99b is transcribed in an evolutionary conserved cluster that includes let-7e and miR-125a, all of which were significantly up-regulated during osteoclastogenesis, as assessed by our microarray (Figure 5A) [32]. 

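On chromosome 17 of mm9, the array's probes match miR-99b-5p from 17967165 to 17967179, let-7e-5p from 17967334 to 17967351, and miR-125a-5p from 17967787 to 17967804, a span of 640 base pairs. In the gene table of GRCm38.p6, Mir99b, Mirlet7e, and Mir125a are adjacent and lie within the bounds of the protein-coding gene Spaca6; the table does not give exons. let-7e-5p was detected on all 12 arrays and rose from 7.98 ± 0.57 (SD, n = 4) at day 1 to 10.35 ± 0.19 (SD, n = 4) at day 5 on the log2 scale. Its log2 change was 1.47 at day 3 and 2.38 at day 5 (SE 0.24, adjusted p = 6.74e-06 for day 5 from limma with Benjamini-Hochberg adjustment). miR-125a-5p, also detected on all arrays, rose from 7.30 ± 0.38 (SD, n = 4) to 9.21 ± 0.52 (SD, n = 4), with a log2 change of 1.28 at day 3 and 1.92 at day 5 (SE 0.27, adjusted p = 7.50e-05 for day 5 from limma with Benjamini-Hochberg adjustment). miR-99b-5p had changed by 1.93 at day 3 (SE 0.13). For each of the 3 miRNAs all day 5 arrays lay above all day 1 arrays (exact permutation test, two-sided, p = 0.0286). Over the alternatives, the day 5 change ranged from 1.64 to 3.42 for let-7e-5p and from 1.10 to 4.29 for miR-125a-5p. The opposite arm, miR-125a-3p, had a change of -1.26 (SE 0.56, adjusted p = 0.0662 from limma with Benjamini-Hochberg adjustment), and miR-99b* was detected on 0 arrays.

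**Figure D3:**
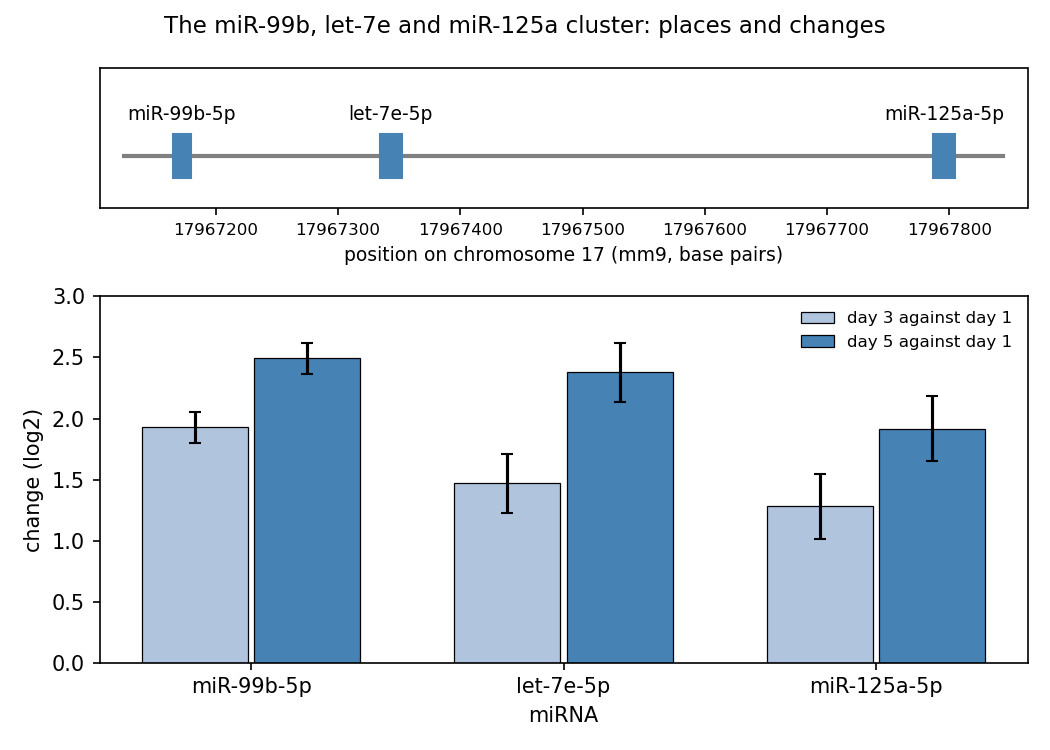
Upper panel, places matched by the array's probes for miR-99b-5p, let-7e-5p, and miR-125a-5p on chromosome 17 (mm9, base pairs). Lower panel, their log2 change at day 3 and day 5 against day 1 as bars with standard errors; each rises from day 1 to day 3 and is higher still at day 5.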

Little is known about the mechanisms regulating the transcription of the miR-99b∼let-7e∼miR-125a cluster. In contrast, miR-365 is transcribed from two independent genetic loci (on mouse chromosomes 11 and 16), and the expression of miR-365 from the chromosome 16 locus is activated by Sp1 and NFκB, two transcription factors that promote osteoclastogenesis [33], [34]. It may be of interest to determine if only one miR-365 locus or both loci contribute to the miR-365 signal detected during osteoclast differentiation. 

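The array's probe for miR-365-3p matches 2 places in mm9, on chromosome 11 from 79539969 to 79539990 and on chromosome 16 from 13453988 to 13454009. Its signal therefore adds up both loci. In the gene table of GRCm38.p6, Mir365-2 lies beside Mir193a on chromosome 11 and Mir365-1 beside Mir193b on chromosome 16. In mm9, the probe for miR-193 matches chromosome 11 from 79525517 to 79525532, and the probe for miR-193b matches chromosome 16 from 13449669 to 13449684.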

Overall, identifying other mRNA targets of miR-365 and −99b will be critical for understanding the signaling cascades regulated by these miRNAs in osteoclasts.

### Target prediction and correlated pathways for miRNA expression clusters

miRNAs fine tune cellular responses, and osteoclastogenesis is a finely orchestrated process. A single miRNA has many targets, and a single mRNA can contain binding sites for several different miRNAs. One miRNA can regulate families of structural or signaling molecules within a particular pathway, amplifying or dampening the effects of extracellular signals, to balance and buffer cellular responses, as well as regulating the cross talk between signaling pathways [35]–[37]. Because of this, integrating pathway analysis of potential miRNA targets with miRNA expression data is one way to distill a complex data set, and suggest specific pathways that could be enriched in targets of regulated miRNAs.

Therefore, we performed a computational target prediction analysis coupled to pathway analysis using DIANA-miRPath (v2.0) software [18]. Potential target RNAs for up- or down-regulated miRNAs from each cluster were identified using the prediction algorithm DIANA-microT-CDS (v5.0). This algorithm recognizes potential miRNA binding sites located in the coding sequence and in the 3′ UTR of an mRNA, based on complementary pairing with nucleotides in position 1–9 at the 5′ end of the miRNA (i.e. the seed binding region). Additional features taken into consideration include conservation of the sequence element across species and accessibility of the target site [38], [39]. The potential miRNA targets for each miRNA cluster (Figures 3–9) or for the entire set of up or down-regulated miRNAs (Figures S2 and S3) were then subjected to KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis. The DIANA-miRPath software calculates the significance for all the miRNA-mRNA pairs in a pathway, and then combines them into a merged P-value for each pathway [18]. The results are reported as heat maps, and the pathways are clustered based on significance levels. The more intense red color indicates higher probability that a specific pathway is significantly enriched with target genes for a certain miRNA.

**Figure 3:**
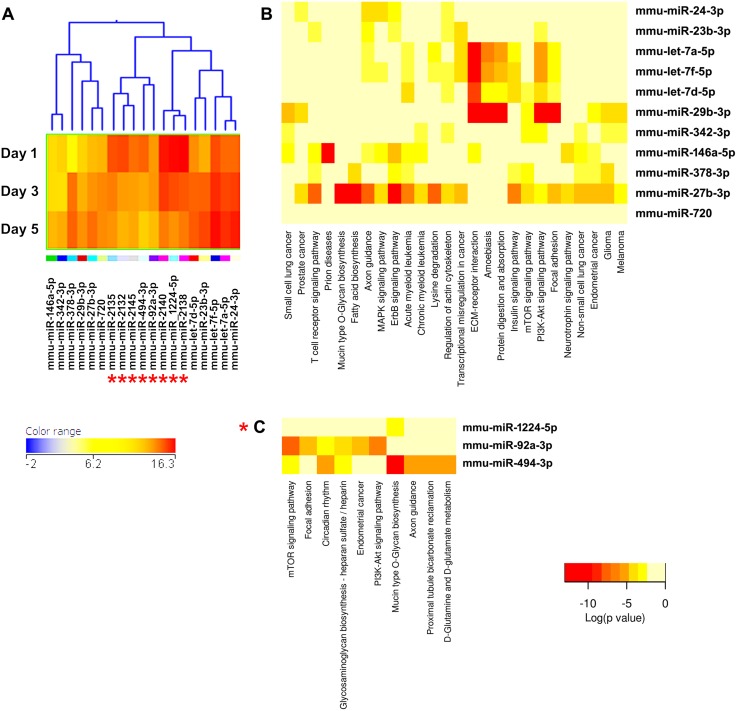
Cluster 1, highly expressed miRNAs during osteoclastogenesis. (A) miRNA expression heat map. The dendrogram shows the similarities between the expression profiles of the significantly changed miRNAs. Down-regulated miRNAs are indicated by the “*” symbol. Blue represents low expression, red high expression, and yellow intermediate expression. Please note that, for this cluster only, the color balance of the expression heat map and its key have been altered (compared to the original Cluster 1 in Figure S1), to better illustrate the changes in expression with time of differentiation. (B) Up-regulated miRNAs and predicted pathways heat map. Red color indicates lower p values (more significant), and higher interaction of each miRNA with a specific molecular pathway. (C) Down-regulated miRNAs and predicted pathway heat map. Significant miRNA-pathway interaction p<0.001.

**Figure 4:**
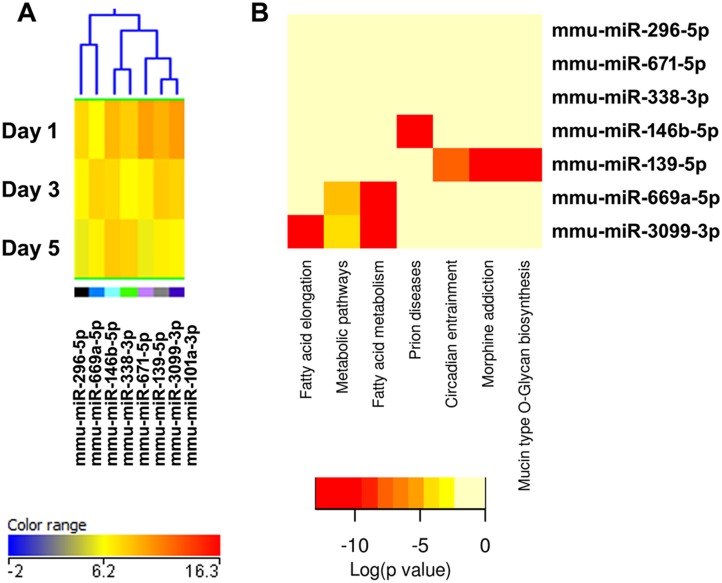
Cluster 2, modestly expressed miRNAs down-regulated during osteoclastogenesis. (A) miRNA expression heat map. Blue represents low expression, red high expression, and yellow intermediate expression. (B) Predicted pathways heat map. Red color indicates lower p values.

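The 7 miRNAs labelled in Figure 4A had lower means at day 5 than at day 1, and 4 of them passed the F test and changed more than 2-fold. On all 8 arrays of days 1 and 5, 3 were detected, with a median log2 change of -0.71 and the largest fall, -1.63, for miR-139-5p. Below 2-fold were miR-296-5p, with a largest change of -0.96, and miR-146b-5p, with -0.86 at day 3. For miR-669a-5p the F test gave an adjusted p = 0.152 (limma with Benjamini-Hochberg adjustment).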

**Figure 5:**
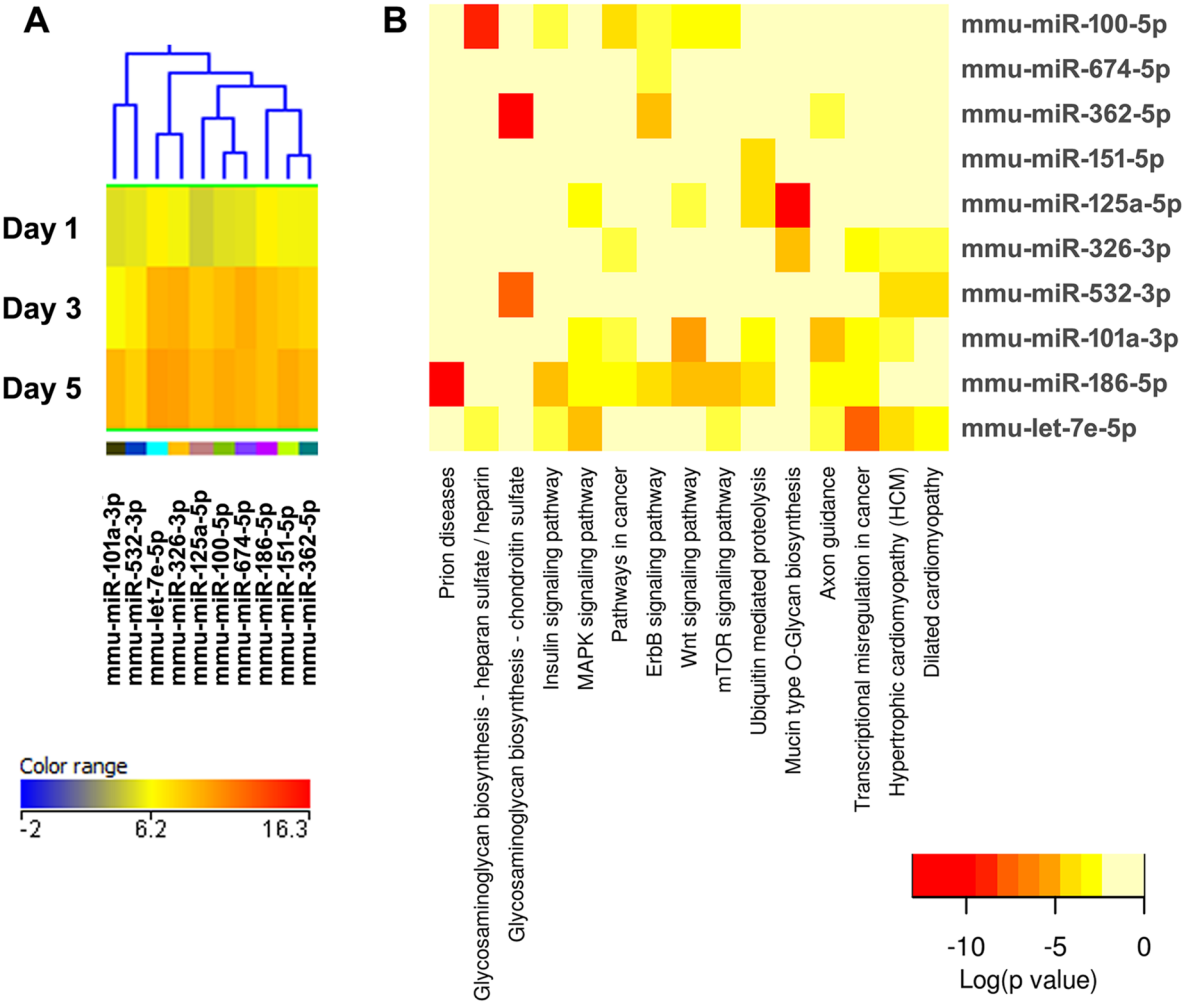
Cluster 3, modestly expressed miRNAs up-regulated during osteoclastogenesis. (A) miRNA expression heat map. Blue represents low expression, red high expression, and yellow intermediate expression. (B) Predicted pathways heat map. Red color indicates lower p values.

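Each of the 10 miRNAs labelled in Figure 5A was detected on all 8 arrays of days 1 and 5, passed the F test and rose more than 2-fold. The log2 changes from day 1 to day 5 lay between 1.09 for miR-186-5p and 2.66 for miR-100-5p, with a median of 1.94. The median change at day 3 was 1.16, and the smallest was that of miR-101a-3p, 0.017.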

**Figure 6:**
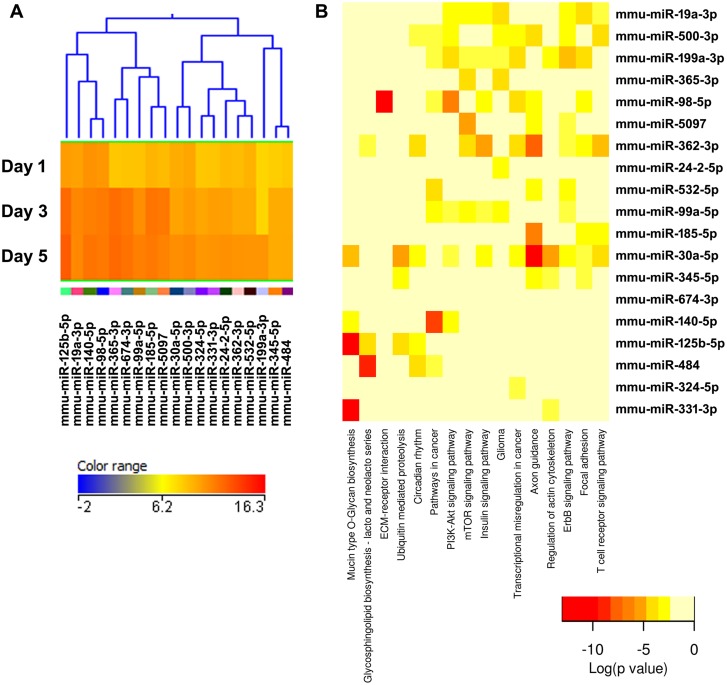
Cluster 4, well expressed miRNAs up-regulated during osteoclastogenesis. (A) miRNA expression heat map. Blue represents low expression, red high expression, and yellow intermediate expression. (B) Predicted pathways heat map. Red color indicates lower p values.

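For the 19 miRNAs labelled in Figure 6A, all detected on every array, the log2 change from day 1 to day 5 ranged from 1.05 for miR-484 to that of miR-365-3p, with a median of 1.71. All 19 passed the F test and the 2-fold limit, and 16 of them had a higher mean at day 5 than at day 3. The median change at day 3 was 1.20.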

**Figure 7:**
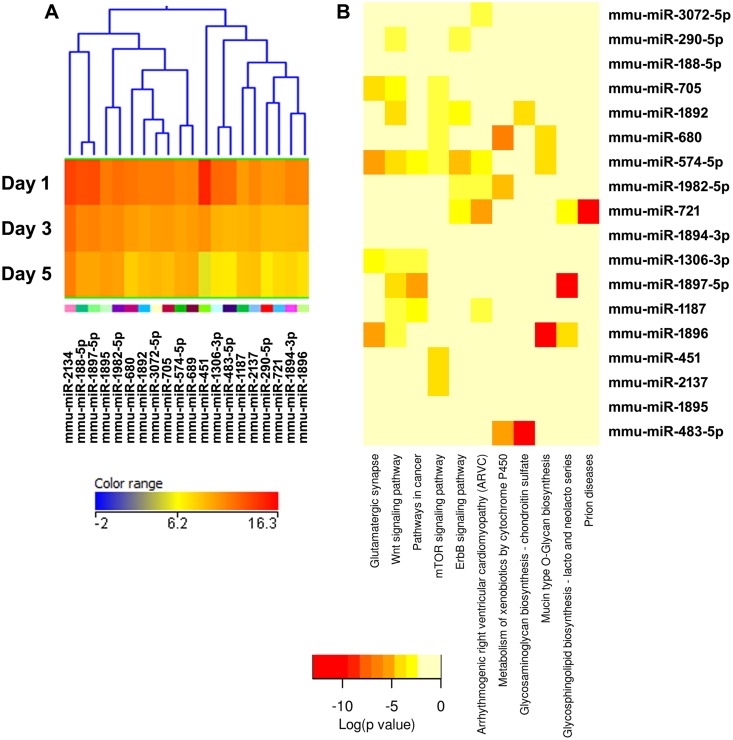
Cluster 5, well expressed miRNAs down-regulated during osteoclastogenesis. (A) miRNA heat map. Blue represents low expression, red high expression, and yellow intermediate expression. (B) Predicted pathways heat map. Red color indicates lower p values.

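All 20 miRNAs labelled in Figure 7A, miR-451 among them, fell from day 1 to day 3 and again from day 3 to day 5, and all 20 passed the F test with more than a 2-fold change. Detected on all 8 arrays of days 1 and 5 were 11 of them. Their log2 changes from day 1 to day 5 extended from that of miR-1897-5p to -1.43 for miR-689, with a median of -2.40. The other 9 were not detected on every one of these arrays, and their sizes rest in part on values near the background.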

**Figure 8:**
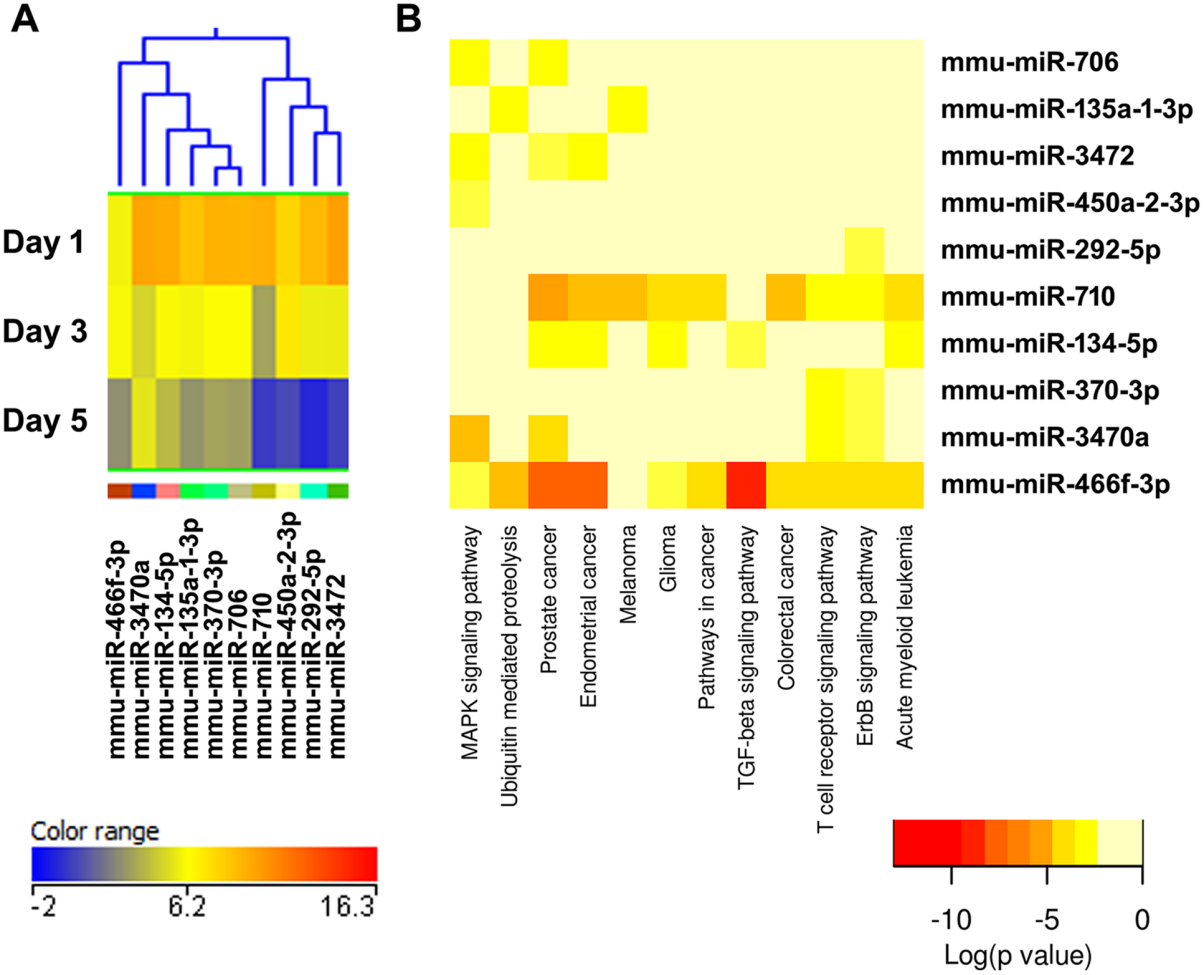
Cluster 6, miRNAs most down-regulated during osteoclastogenesis. (A) miRNA expression heat map. Blue represents low expression, red high expression, and yellow intermediate expression. (B) Predicted pathways heat map. Red color indicates lower p values.

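None of the 10 miRNAs labelled in Figure 8A was detected on all 8 arrays of days 1 and 5, so that no size of change rests on detected values alone. All 10 were lower at day 3 than at day 1 and lower again at day 5. The F test was passed by 9, and 8 also changed more than 2-fold. Of the remaining labels, miR-466f-3p changed by -0.81 on the log2 scale and miR-450a-2-3p by -4.27 (adjusted p = 0.0123 in the F test of limma with Benjamini-Hochberg adjustment).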

**Figure 9:**
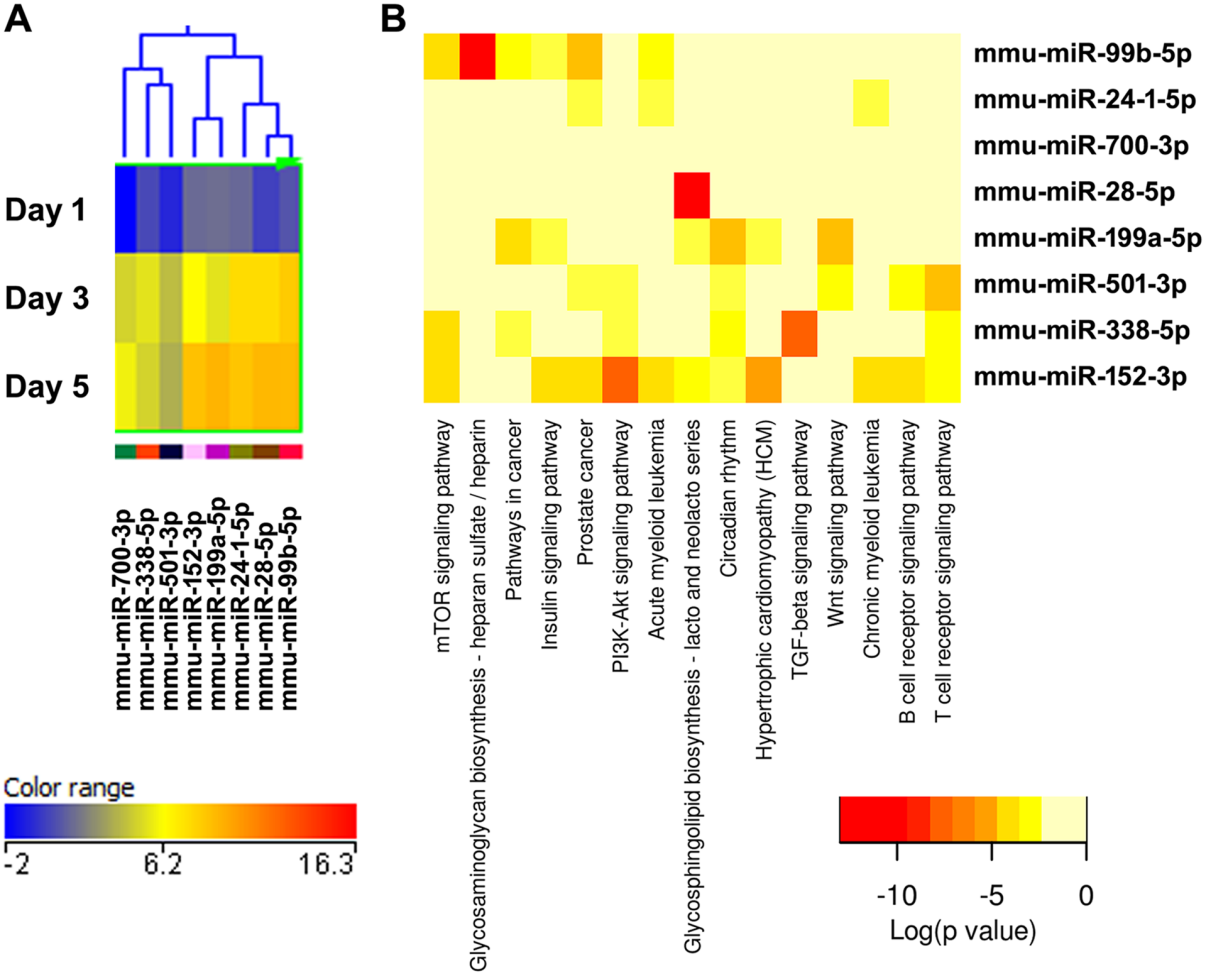
Cluster 7, miRNAs most up-regulated during osteoclastogenesis. (A) miRNA expression heat map. Blue represents low expression, red high expression, and yellow intermediate expression. (B) Predicted pathways heat map. Red color indicates lower p values.

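The 8 miRNAs labelled in Figure 9A had higher means at day 3 than at day 1 and at day 5 than at day 3, the last step being smallest for miR-338-5p (0.0090), and 6 of them passed the F test with more than a 2-fold change. On all 8 arrays of days 1 and 5, only miR-338-5p and miR-199a-5p were detected, with log2 changes of 0.75 and 2.72. In the F test of limma with Benjamini-Hochberg adjustment, miR-338-5p had an adjusted p = 0.0106. miR-501-3p, detected on 3 arrays of each time point, rose by 4.58 with an adjusted p = 0.0211 from the same limma test. The other labels of this cluster, miR-99b-5p included, were detected on all day 5 arrays and on 2 day 1 arrays each.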

Cluster 1 is composed of highly expressed miRNAs, and contains miRNAs that are both up- and down- regulated during osteoclastogenesis. Therefore, separate pathway analysis was performed for the up- and down- regulated miRNAs. 

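In Figure 3A, 11 labelled miRNAs are shown as up-regulated and 8 as down-regulated, and all were detected on every array. With let-7f-5p, saturated on every day 5 array, at its bound, the log2 change from day 1 to day 5 of the 11 had a median of 1.21, and 10 of them passed the F test with more than a 2-fold change, let-7a-5p being the exception. Among the 8, saturation on every day 1 array left only a bound for 4. With these at their bounds and the other 4 at their fitted changes, the median was -1.71. The median fall in the quantile normalized values was thus at least of this size. The smallest fall was -0.96 for miR-92a-3p, and all 8 passed. The bounds are at least 4.42-fold lower at day 5 for miR-1224-5p, at least 4.04-fold for miR-2132, at least 3.85-fold for miR-2138, and at least 2.76-fold for miR-2140. At day 3, 9 of the 11 had a higher mean than at day 1 and 7 of the 8 a lower one.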

Among the highly expressed and up-regulated miRNAs is miR-29b, a member of the miR-29 family (Figure 3A). 

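For miR-29b-3p the array's annotation gives chromosome 1 of mm9 from 196863287 to 196863307. The gene table of GRCm38.p6 holds Mir29b-2 on chromosome 1 and also Mir29b-1 on chromosome 6, and their shares in the signal were not separated. On the log2 scale miR-29b-3p rose from 12.04 ± 0.32 (SD, n = 4) at day 1 to 13.94 ± 0.14 (SD, n = 4) at day 5. The change was 1.11 at day 3 and 1.90 at day 5 (SE 0.15, adjusted p = 1.13e-06 for day 5 from limma with Benjamini-Hochberg adjustment), with no overlap between the arrays of days 1 and 5 (exact permutation test, two-sided, p = 0.0286). Over 16 alternatives the day 5 change stayed between 1.52 and 1.92. miR-29a and miR-29c each changed by 0.95 at day 5 (SE 0.07 for both), below 2-fold but past the threshold (adjusted p = 7.44e-07 and 5.18e-07 from limma with Benjamini-Hochberg adjustment). At day 3, miR-29a had changed by 0.11 (adjusted p = 0.224) and miR-29c by 0.47 (adjusted p = 0.000176 from the same limma fit). Without normalization between arrays, both day 3 changes turned negative, to -0.55 and -0.47. Of the opposite strands, miR-29b-1* changed by -0.23 at day 5 (adjusted p = 0.553 from limma with Benjamini-Hochberg adjustment), and miR-29c*, detected only on 3 arrays of day 5, was at least 3.16-fold higher there than at day 1, or at least 2.89-fold with the 5th percentile of the detected signals. Its rise did not pass the threshold with the 75th percentile over miRNAs detected on all arrays (1.00) or without normalization (1.01). miR-29a*, detected on 1, 0, and 3 arrays at days 1, 3, and 5, had a log2 change of 4.46 at day 5 (SE 0.71, adjusted p = 0.00021 from limma with Benjamini-Hochberg adjustment) that rests largely on arrays without detection. Over 13 alternatives its change ranged from 0.24 with normexp background correction to 6.12 with a floor of 0.1. It did not pass the threshold in 7 of them, which were no filter, both percentile scalings, the median scaling, quantile normalization over all mouse miRNAs, no normalization, and the processed spot signal.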

We and others previously showed that expression of all miR-29 family members increases during osteoclastogenesis [11], [16]. In addition, we demonstrated that miR-29 promotes osteoclast commitment and migration, and is critical for osteoclast formation. We validated several novel miR-29 targets in the osteoclast lineage, including calcitonin receptor. Further, miR-29 targets genes important for the macrophage lineage, *Nfia* (Nuclear factor 1/A), *Cd93*, and *Gpr85* (G protein coupled receptor 85); as well as genes modulating cell migration, including *Cdc42* (Cell division control protein 42) and *Srgap2* (SLIT-ROBO Rho GTPase activating protein 2) [11]. With regard to miR-29b, the pathway analysis suggests that functions such as cell-matrix interactions, focal adhesion, and PI3 K/Akt to be most significantly associated with miR-29 (Figure 3B). Several predicted miR-29 targets within these pathways have been experimentally confirmed. These include mRNAs for a large number of extracellular matrix proteins (collagens, laminins), the tumor suppressor *Pten*, *Igf1* (insulin growth factor 1), and *Mcl1* (myeloid cell leukemia 1) [40]–[43]. Overall, these observations suggest that the pathway analysis for targets of individual miRNAs is, at least in part, validated by experimental data.

The validity of this pathway clustering approach is further supported by analysis of the miRNA family formed by miR-99a, miR-99b, and miR-100. 

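From day 1 to day 5, miR-99a-5p rose from 8.82 ± 0.06 to 11.54 ± 0.15 (SD, n = 4 each) on the log2 scale and miR-100-5p from 7.13 ± 0.14 to 9.80 ± 0.24 (SD, n = 4 each). The changes were 2.72 (SE 0.09, adjusted p = 9.36e-10) and 2.66 (SE 0.13, adjusted p = 1.82e-08), from limma with Benjamini-Hochberg adjustment. The probes match chromosome 16 from 77599189 to 77599206 for miR-99a-5p and chromosome 9 from 41339524 to 41339541 for miR-100-5p in mm9. Differences in amplitude between members were tested within arrays by exact permutation of the 8 arrays of days 1 and 5 (two-sided, Benjamini-Hochberg adjusted over 3 pairs). The rise of miR-99a-5p exceeded that of miR-99b-5p by 0.23 (adjusted permutation p = 0.171) and that of miR-100-5p by 0.06 (adjusted permutation p = 0.629). The rise of miR-99b-5p minus that of miR-100-5p was -0.17 (adjusted permutation p = 0.171). None of these differences passed a threshold of 0.05, but with 4 arrays against 4 a single pair at the smallest possible p reaches only 0.0857 after this adjustment. With no filter and with quantile normalization over all mouse miRNAs, miR-99a-5p exceeded miR-99b-5p by 0.32 and miR-99b-5p minus miR-100-5p was -0.24, and with normexp background correction miR-99a-5p exceeded miR-99b-5p by 1.00 and miR-100-5p by 0.99, each past the threshold (adjusted permutation p = 0.0429, with 0.0429 to 0.971 over the alternatives). In the authors' deposited values the difference between miR-99a-5p and miR-99b-5p was -5.52, the largest move among the alternatives. All 3 members rose under every alternative in which they were tested.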

Each these miRNAs is up-regulated during the course of osteoclastogenesis, although with different amplitude. miR-99a-5p belongs to expression cluster 4, miR-99b-5p to cluster 7, and miR-100-5p to cluster 3 (Figures 5A, 6A, and 9A). KEGG pathway analysis predicted, with a high degree of confidence (p<0.001), miR-99b regulation of the mTOR (mammalian target of rapamycin) pathway, whereas association of miR-99a and miR-100 with the mTOR pathway was predicted with lower confidence (p<0.005) (Figures 5B, 6B, and 9B). As discussed above, several studies demonstrated the role of the miR-99 family in repressing mTOR signaling in different cell systems, including wound healing keratinocytes, as well as prostate, endometrial, and pancreatic cancer cells [28], [29], [44], [45]. In our study, numerous clusters of miRNAs, both up- and down-regulated during the course of osteoclast differentiation, were predicted to target components of the mTOR pathway. Cluster 4 appears to be particularly enriched in miRNAs with potential targets in the mTOR pathway (Figure 6B).

In osteoclasts, mTOR has been implicated in the regulation of apoptosis. Crucial signaling pathways triggered by M-CSF, RANKL, and TNFα converge on the activation of S6 K (p70 ribosomal protein S6 kinase), a main effector of the mTOR signaling cascade. By regulating the process of translation, mTOR promotes osteoclast differentiation, survival, and bone-resorbing activity [46], [47]. Although miRNA-mediated modulation of mTOR factors has been widely investigated in other biological systems, this represents a novel area of research in the bone field.

KEGG pathway analysis showed that several miRNAs up-regulated during osteoclast differentiation (clusters 1, 3, and 4) were predicted to target extracellular matrix-receptor interactions, regulators of the actin cytoskeleton, focal adhesion, and axon guidance (Figures 3B, C, 5B, 6B, Figure S2). Osteoclasts do not use focal adhesions to adhere to the bone surface. However, several proteins belonging to the KEGG functional pathway for focal adhesion participate in the formation of podosomes and actin rings, which are critical for osteoclast adhesion. These include integrins and proteins of the Rho GTPase signaling pathway. Similarly, although axon guidance is usually studied in regard to neuronal development, numerous factors within this KEGG pathway play an essential role in the osteoclast lineage, such as ephrins, semaphorins, and Rho GTPases [48]–[50]. Moreover, many signaling cascades that regulate focal adhesion and axon guidance, as well as extracellular matrix-receptor interaction, converge on reorganization of the actin cytoskeleton. This is a key process that regulates a variety of biological functions, including cell motility, morphology, and attachment, as well as gene expression, differentiation, and apoptosis. Cytoskeletal remodeling and cell migration are fundamental for osteoclast formation and bone resorption activity, and they are tightly controlled at multiple levels [51]. We and others have previously shown that miRNAs can modulate osteoclast motility and activity [9]–[11]. However, a complete understanding of the miRNAs involved in fine tuning the regulation of cytoskeletal reorganization is lacking. Our study contributes to the identification of miRNAs that may play a role in this function.

## Conclusions

Documentation of how individual miRNAs are regulated during the course of osteoclastogenesis is a critical step in understanding the role of miRNAs in this complex process. Expression arrays are excellent for this purpose, since they provide an indication of whether a particular miRNA is highly expressed or more modestly expressed, in relation to another. We detected 93 miRNAs significantly regulated during osteoclast differentiation. Although this seems like a small number of regulated entities, compared to the thousands of regulated genes often demonstrated by mRNA expression arrays, comprehending the function of the regulated miRNAs is complicated by the fact that each one has the potential to target tens or hundreds of mRNAs. Different miRNA target prediction algorithms have varying levels of false-positive and false-negative results. Since miRNAs often regulate gene families or several components of a particular signaling pathway, we believe that pathway analysis of potential targets could enhance the likelihood of validating relevant miRNA-target interactions. Moreover, the pathway analysis that we used can also provide information on whether an mRNA is predicted to be targeted by more than one regulated miRNA.

Osteoclastogenesis is an intricate multi-step process, initiating with the proliferation and commitment of mononucleated precursors, and culminating in the formation of large bone-resorbing polykaryons. In this study, we identified a profile of miRNAs differentially expressed in the early, middle and late stages of osteoclastogenesis in primary cultures and validated the function of 2 highly up-regulated miRNAs, miR-365 and −99b, during osteoclastogenesis. Pathways that may be enriched in targets regulated by miRNAs during osteoclastogenesis include interaction between cells and extracellular matrix, axon guidance, focal adhesion, and remodeling of the actin cytoskeleton. This study provides important information on miRNAs with the potential to regulate osteoclast differentiation. Validation of individual mRNA-miRNA interactions by biochemical methods or reporter assays remains vital to understanding the molecular mechanisms regulating osteoclastogenesis. This understanding is critical for the development of novel therapies for skeletal pathologies caused by alterations in bone resorption activity.

## Supporting Information

Figure S1 **miRNA expression profiles during osteoclastogenesis.** (A) Heat map of the 93 miRNAs showing >±2 fold-change over 5 days of osteoclast differentiation. Fold-change was calculated between day 1 and day 3, day 1 and day 5, and day 3 and day 5. Hierarchical cluster analysis on gene expression divided the miRNAs in 7 groups. Blue represents low expression, red high expression, and yellow intermediate expression. (B) Schematic overview of the microarray results.
(TIF) Click here for additional data file.

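Between day 1 and day 3, 117 miRNAs differed more than 2-fold and passed the threshold of limma with Benjamini-Hochberg adjustment, 52 of them higher and 65 lower at day 3. Day 5 against day 1 gave 156 miRNAs, 81 higher and 75 lower. Between days 3 and 5 the number was 35, with 20 higher and 15 lower. These splits depend on the scaling. Without normalization between arrays they were 24 higher and 93 lower for day 3 against day 1, 48 and 85 for day 5 against day 1, and 46 and 3 for day 5 against day 3. The processed spot signal gave 33 and 66 for the first of these pairs and 54 and 80 for the second. In the authors' deposited values, day 3 against day 1 had 36 higher and 35 lower miRNAs. Settings chosen after the data were seen gave 42 and 38 in the deposited values with an unadjusted p. They gave 35 and 35 with detection on all 4 arrays of a time point, and 40 and 34 in the rebuilt normalization. Scaling to the 75th percentile of the miRNAs detected on all arrays gave 48 and 86 for day 5 against day 1 and 10 and 24 for day 5 against day 3. The last pair also turned to more lower than higher miRNAs with the 75th percentile over all miRNAs (12 and 13), with normexp background correction (6 and 10), in the authors' deposited values (7 and 26), and when only miRNAs detected on all arrays (5 and 9) or on all 4 arrays of a time point (15 and 20) were tested. Among settings chosen after the data were seen, it did so in the deposited values with an unadjusted p (9 and 27) or with detection on all 4 arrays of a time point (7 and 26) and in the authors' normalization rebuilt from the scanner files (7 and 26). When only miRNAs detected on all arrays were tested, which moved these numbers most, they were 33, 56, and 14. The comparisons with day 3 are also comparisons between slides, and those with day 1 are also comparisons between rows of the slides. When the 8 arrays of days 1 and 5, which share a slide, were normalized and fitted alone, a choice made after the layout of the slides was seen, 148 miRNAs differed between these days, 143 of them shared with the fit of all arrays.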

Figure S2 **Predicted pathway analysis heat map for all miRNAs up regulated during osteoclastogenesis in** **vitro.** Red color indicates lower p values.
(TIF) Click here for additional data file.

Figure S3 **Predicted pathway analysis heat map for all miRNAs down regulated during osteoclastogenesis in** **vitro.** Red color indicates lower p values.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

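RNA from 12 independent mouse bone marrow cultures with M-CSF and RANKL, 4 at each of days 1, 3, and 5, was measured on 12 single-color miRNA arrays, 1 culture per array. All arrays of days 1 and 5 lay on slide 1 and all arrays of day 3 on slide 2, each slide with its own scan. The day 1 arrays lay in row 1 of their slide and the arrays of days 3 and 5 in row 2. The values deposited by the authors were used in 2 forms. The authors' scanner files, written by Feature Extraction 9.5.3.1, hold linear intensity values, with the background subtracted and no normalization between arrays, and a mark for each miRNA that says whether it was detected. From these files came the total signal per miRNA, which sums its probes, and, for alternatives, the processed signal, the mean signal, and the local background of each spot. The normalized table deposited by the authors holds log2 values after their quantile normalization in GeneSpring, with an empty cell where a feature was not detected on an array. In that table 300 of 2969 values were under 4, while the log2 of the scanner signal was under 4 for 2 of these 300.

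The array carries 696 mouse miRNAs, each with 20 spots. Medians of 252, 214.5, and 251.5 miRNAs per array were detected at days 1, 3, and 5. The median signal of the detected miRNAs lay between 6.95 and 17.7 times the local background. Precision is set by the 4 arrays per time point, and for miRNAs near the background also by the signal.

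Total signals of the 334 miRNAs detected on at least 1 array were quantile normalized with limma 3.58.1 in R 4.3.3. They were then raised to a floor of 1 where lower (372 values, 9.28%) and converted to log2. A linear model with 1 mean per time point was fitted with lmFit and eBayes. A miRNA was counted as changed over time when the moderated F test over the 3 time points gave an adjusted p under 0.01 (Benjamini and Hochberg). It was counted as changed more than 2-fold when in addition the means of at least 1 pair of time points differed by more than 1 on the log2 scale. The sign of the largest pairwise difference set the direction. Pairs of time points were compared by limma contrasts with both thresholds. Single miRNAs were also compared by an exact two-sided permutation test of 4 arrays against 4. Members of the miR-99 family were compared within arrays by exact permutation with adjustment over 3 pairs. Hierarchical clustering of the time-point means used Euclidean distance and average linkage with division into 7 groups. Differences in GC content were tested with 100000 resamples. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 was used for tables, permutation tests, clustering, and figures.

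Where a miRNA was not detected, or was saturated, on every array of a time point, its change is given as a bound. On each array without detection the bound takes the higher of the measured value and the lowest normalized signal of any miRNA detected there. A second bound in places uses the 5th percentile of the detected signals instead.

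Names of miRNAs with -5p and -3p were matched to the array's older names by name or by the listed place of the probe. In all 62 pairs of entries named for both arms on the array, the entry named 5p had the lower of both listed places, the rule used for the matching. Of 106 labels from the paper and from the marker lists given below, 104 were matched, 16 of them by place. Not on the array were miR-144* and miR-486, both from the erythroid marker list. The probe positions are those of the array's annotation for mm9, and gene neighbors come from a table of GRCm38.p6.

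The miRNAs named are those the paper names in its text, Table 1, or Table 2, the other members of the families and genomic clusters it discusses, the miRNAs of the marker lists, and the 5 largest rises and 5 largest falls from day 1 to day 5 among changed miRNAs detected on all 8 arrays of these days without overlap. This rule gave 42 miRNAs, and 12 more were named after their values, or other data, had been seen. Further names come from the figure labels and from small counts. The marker lists were erythroid (miR-451, miR-144, miR-144*, miR-486), lymphoid (miR-150, miR-181a, miR-181b), granulocytic (miR-223), megakaryocytic (miR-126-3p), and stromal (miR-143, miR-145, miR-199a-3p, miR-199a-5p, miR-214).

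Alternatives changed 1 choice at a time. They covered the filter on dim miRNAs (detection on all 4 arrays of a time point, on all 12 arrays, or no filter), the scaling (75th percentile over miRNAs detected on all arrays or over all miRNAs, median, no normalization, quantile normalization over all mouse miRNAs), the processed spot signal, normexp background correction with an offset of 50, the authors' deposited values, a floor of 0.1, the methods' one-way analysis of variance with and without adjustment, limma with an intensity trend, an unadjusted p under 0.01, an adjusted p under 0.05, the replicate number as a block, the linkage and distance of the clustering, the definition of direction, and each array left out in turn. The features counted were mouse miRNAs, and control features of the array and of the deposited table were left out. A comparison with the authors' normalization rebuilt from the scanner files, in which signals of undetected features were set to 0.1, was added later, as were detection on at least 2 or 3 of 4 arrays, the deposited values combined with other filters and tests, and a fit of slide 1 alone. The qRT-PCR measurements and the pathway analyses of the paper were not analysed here.

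The counts of changed miRNAs were also computed for 100 splits of the arrays into 3 groups of 4. These were the real split and 99 drawn from the 5775 possible ones. The fit was tested on simulated data with the spread of these arrays. With 334 miRNAs of which 100 changed by 2 on the log2 scale, between 70% and 77% of the changes were recovered over 3 simulations, 100% of those in miRNAs with a small spread, and 0 false calls were made. The simulated log2 values had normally distributed noise, with no floor, no undetected values, and no normalization step. Calls that rest on values at the floor were therefore not tested in this way.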

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

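Of the tests in this part, the comparison of array sensitivity between days 1 and 5 and the choice of the 10 miRNAs gained or lost that are named came only after the results were seen.

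Each measure was checked within the 4 arrays of a time point for an array far from the other 3, by the gap to the nearest array divided by the whole range (Dixon's ratio). An array stood apart in 17 of 141 groups, 5 of 27 for measures of whole arrays and 12 of 114 for single miRNAs. Chance alone marks about 1 in 20 groups, or 7.05 of these. The cultures of a time point differ in nothing that the design names, so no biological explanation was tested for these arrays.

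Day 5 replicate 4 stood apart most often, in 4 groups. Its detected miRNAs had a median signal of 1253, against 579 to 642 on the other day 5 arrays, its negative control spots a signal of 452 against 135 to 175, and the ratio of signal to background was 17.7 against 6.95 to 8.45. It also had the fewest detected miRNAs of all arrays, 186. The negative control spots are meant to carry no miRNA, so a higher nonspecific signal on this array may explain why dim miRNAs were not detected there, which leaves a higher median for those that were. A higher nonspecific signal from the sample and one from the hybridization stay open, and neither was tested. Without this array the number of miRNAs changed more than 2-fold was 159, against 156 with it. Its normalized log2 level of miR-489 was 11.06, against 10.83 to 10.85 on the other day 5 arrays, a gap that is small beside the change of this miRNA over time.

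Day 1 replicate 1 had a median local background of 95.5, against 80 to 82 on the other day 1 arrays. Without it the number of miRNAs changed more than 2-fold was 146. Day 5 replicate 1 had 65 saturated miRNA spots, against 58 on each of the other day 5 arrays. No cause was tested for either.

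For 8 of the 12 single miRNAs, the other 3 arrays shared exactly the same value. Quantile normalization gives miRNAs of the same rank the same value, so that a difference of 1 or a few ranks on 1 array takes up the whole range however small it is. These were miR-689 on day 1 replicate 1 (11.25 against 11.31), miR-1897-5p on day 1 replicate 3 (13.11 against 13.59), let-7f-5p on day 3 replicate 1 (15.87 against 15.90), miR-223 on the same array (15.90 against 15.87, so that these 2 miRNAs trade places), miR-125b-5p on day 3 replicate 4 (12.36 against 12.22) and on day 5 replicate 1 (12.65 against 12.82), miR-185-5p on day 3 replicate 3 (11.83 against 11.91), and miR-378-3p on day 5 replicate 3 (14.85 against 14.81).

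The remaining miRNAs have no such ties. miR-126-3p was 9.18 on day 1 replicate 4, against 9.73 to 9.80 on the other day 1 arrays. On day 3 replicate 4, miR-193b was 8.50, against 7.61 to 7.74 on the others. miR-455 was 10.90 on day 3 replicate 1, against 11.19 to 11.25. With 114 groups of this kind, 5.7 were to be found by chance.

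Outside the text and tables of the paper and the labels of Figures 3–9, 71 miRNAs passed the F test and changed more than 2-fold. Of these, 39 were detected on all 4 arrays of at least 1 time point (19 rise and 20 fall), and the other 32 on all 4 arrays of none. The 39 include 11 that were detected on all 4 day 1 arrays and on none at day 5, and 8 with the opposite pattern. Only miR-22*, miR-301a, and miR-34a were detected on all 8 arrays of days 1 and 5 (named after their values were seen). The authors' deposited table could not be used to test 30 of the 39, and 5 were past both limits there. With normexp background correction, 19 of the 39 were called again. All 39 were called when only miRNAs detected on all 4 arrays of a time point were tested. The 39 were chosen by this same filter, so that result is not independent evidence. The supplementary figures were not used here.

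By the fitted change, which rests on values at or near the floor, the largest rises among the 8 were those of 5 miRNAs detected on no day 1 array and on all arrays of days 3 and 5. They were miR-489 (at least 1450-fold higher at day 5), miR-455 (at least 1191-fold), miR-96 (at least 779-fold), miR-182 (at least 404-fold), and miR-183 (at least 325-fold). These bounds rest on the lowest detected signal of each day 1 array, which was between 0 and 1.56 on the log2 scale. With the 5th percentile of the detected signals in its place, they become at least 27.0-fold, 22.2-fold, 14.5-fold, 7.52-fold, and 6.07-fold. Among falls to no detection at day 5, the 5 with the largest fitted change, listed here by their bounds, were those of miR-3474 (at least 96.1-fold lower), miR-1967 (at least 22.9-fold), miR-1966 (at least 9.29-fold), miR-711 (at least 8.57-fold), and miR-92a-2* (at least 3.34-fold). With the 5th percentile, these become at least 35.9-fold, 8.55-fold, 2.79-fold, 2.57-fold, and 1.00-fold. The bound of miR-126-3p, also lost by day 5, exceeds those of the last 3 (at least 22.1-fold, or 8.72-fold with the 5th percentile). All 10 kept their direction and passed the p threshold for day 5 against day 1 in all 26 other settings in which they were tested, the leave-outs included.

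A lower sensitivity of the day 1 arrays is argued against for the 5 rises. The total miRNA signal at day 5 was 80.7% of that at day 1, and a median of 252 miRNAs was detected per array at day 1 against 251.5 at day 5. The choice of scaling is argued against by the settings just given. Signal of related miRNAs on these probes was not tested and stays open, as does a change in the mix of cells in the cultures. A rise during osteoclast formation may be the cause as well, as a hypothesis. In the gene table, Mir182, Mir96, and Mir183 lie next to each other on chromosome 6 within the long noncoding RNA gene Mirc35hg, Mir455 lies within Col27a1, and Mir489 within Calcr. No level of these host genes was measured.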

How the results depend on the processing

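The choices of the main analysis, the alternatives, the named-miRNA rule, and the marker lists were fixed before the data were examined, except for 8 settings added after the data had been seen: detection on at least 2 and on at least 3 arrays of a time point, the deposited values with an unadjusted p, with the one-way analysis of variance (with and without adjustment) and with detection on all 4 arrays of a time point, the authors' normalization rebuilt from the scanner files, and a fit of slide 1 alone. The tests on these settings were thus chosen only after results were seen.

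Chance was tested by regrouping the arrays. Of 100 splits of the 12 arrays into 3 groups of 4, only the real one, 1 of the 100, gave as many as 210 miRNAs changed over time, and only this 1 gave as many as 156 changed more than 2-fold. Chance can be excluded for both counts.

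Over all settings, 426 comparisons of the results with their main value kept the direction and the side of the threshold, or stayed within 1.5 times a count, while 41 moved, 6 came to pass a threshold, and 5 changed sign. For single miRNAs, 1298 comparisons were unchanged, 35 no longer passed, 15 newly passed, and 4 changed sign. The number of Table 2 miRNAs with the tabulated direction was 17 in every refit but that of miRNAs detected on all 12 arrays (16, with 1 untested), and was 16 by the sign of day 3 against day 1 and 14 by that of day 5 against day 3. miR-365-3p, miR-99b-5p, and miR-451 kept their direction and call in every setting in which they were tested.

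The filter on dim miRNAs moved the counts most. Requiring detection on all 12 arrays left 148 miRNAs to test, of which 114 changed over time and 58 changed more than 2-fold, 29 upward and 29 downward. The pairs of time points gave 33 (day 3 against day 1), 56 (day 5 against day 1), and 14 (day 5 against day 3). Fewer miRNAs tested lowers these counts by construction. Detection on all 4 arrays of a time point gave 130, no filter 129.

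Normexp background correction, whose offset of 50 draws dim signals together by construction, gave 94 miRNAs changed more than 2-fold, 49 upward and 45 downward, with 57, 93, and 16 for the 3 pairs. In the authors' deposited values, 220 miRNAs could be tested, and 98 changed more than 2-fold, 52 upward and 46 downward, with 71 for day 3 against day 1 and 97 for day 5 against day 1. With an unadjusted p these values gave 101 (52 upward, 49 downward, 100 for day 5 against day 1), with the one-way analysis of variance 98 (52 and 46) without and with adjustment, and with detection on all 4 arrays of a time point 97 (51 and 46), with 70 and 96 for days 3 and 5 against day 1. The rebuilt normalization gave 100, of them 46 downward, with 74 and 97. Fewer miRNAs tested accounts for part of this by construction, and for the rest the cause was not tested by these settings.

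The scaling moved the split. Upward calls were 51.3% in the main setting, 39.0% with the 75th percentile over miRNAs detected on all 12 arrays (53 upward and 83 downward), 38.0% without normalization between arrays (60 and 98), and 41.7% with the processed spot signal (55 and 77). The cause was not tested. Against the main setting, the median log2 change of all miRNAs from day 1 to day 5 shifted by -0.46 with that percentile, -0.47 without normalization (-0.90 from day 1 to day 3), -0.29 with the processed spot signal, -0.28 with detection on all 12 arrays, -0.17 with the 75th percentile over all miRNAs, and -0.13 with the median. All changes over time are relative to the scaling by these amounts. The remaining settings, among them a floor of 0.1, the trend, the one-way test, and both other p limits, gave from 133 to 175 miRNAs changed more than 2-fold.

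With each array left out in turn, the number changed over time was 195 (without day 1 replicate 1) to 214 (without day 5 replicate 4), and the number changed more than 2-fold 146 to 159. Upward calls were 74 to 80, downward calls 71 to 81, day 3 against day 1 107 to 125, day 5 against day 1 139 to 154, and day 5 against day 3 29 to 37. The number detected was 316 to 334, and the largest group of the clustering 35 to 67. The replicate block gave 206 changed over time and 158 changed more than 2-fold, 84 upward and 74 downward, with 119, 153, and 34 for the pairs, and it shared 151 miRNAs with the main result. The correlation of arrays with the same number, after removal of the time-point means, ran from -0.44 to 0.70, so the numbers do not pair the samples.

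Differences within the miR-99 family depended on the setting. miR-99a-5p minus miR-99b-5p was 0.23 in the main setting, -0.0028 with detection on all 4 arrays of a time point, 0.32 with no filter and with quantile normalization over all mouse miRNAs, 1.00 with normexp, and -5.52 in the deposited values, where miR-99b-5p has 2 day 1 values and the exact test cannot pass (adjusted p = 0.133). miR-99a-5p minus miR-100-5p was 0.06 in the main setting, -0.082 with detection on all 4 arrays, -0.39 with the processed spot signal, -1.67 in the deposited values, 0.99 with normexp, and -0.0052 without day 1 replicate 1 (adjusted p = 0.971), the lowest of the leave-outs, which reached 0.11 without day 1 replicate 4. miR-99b-5p minus miR-100-5p was -0.17 in the main setting, -0.24 with no filter and with quantile normalization over all mouse miRNAs, and 3.57 in the deposited values. Of these, 0.32, 1.00, 0.99, and -0.24 passed a threshold of 0.05 (exact permutation test, adjusted p = 0.0429 in each, with 0.0429 to 0.971 over the alternatives). The cause was not tested.

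Among single miRNAs, miR-181b changed sign to -0.037 with detection on all 12 arrays, and its rise of 0.45 passed the threshold with detection on all 4 arrays of a time point, normexp, the deposited values, an unadjusted p, an adjusted p under 0.05, the replicate block, and without day 1 replicate 4 (0.57) or day 5 replicate 1 (0.51). miR-145, dim and not past the threshold, was 0.37 without day 1 replicate 4, 0.02 without day 5 replicate 2, and 0.001 without day 5 replicate 3, against -0.13 in the main setting (miR-145 day 5 against day 1, -0.45 to 0.37 over the leave-outs). The fall of miR-150 passed in 5 alternatives and without day 5 replicate 4 (-2.89). The rise of miR-193b lost its call with no filter, with the 75th percentile over miRNAs detected on all 12 arrays, without normalization, with a floor of 0.1, and in the fit of slide 1. It also lost the call without day 1 replicate 3 (3.79), day 3 replicate 1 (3.89), 2 (3.86), 3 (3.89), or 4 (3.78), and without day 5 replicate 1 (3.99), 2 (3.97), 3 (3.93), or 4 (3.27). The cause was not tested for any of these.

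Of the alternatives set at the start, 3 were not run. The floor at the lowest normalized signal of any detected miRNA would have been -27.1, which has no logarithm. No features of other species lie on the array. A slide block was left out, since slide 2 holds all day 3 arrays and no other, so that a term for the slide cannot be fitted beside day 3. The fit of slide 1 alone gave 148 miRNAs for day 5 against day 1, 143 of them shared with the 156 of the main setting, and moved the change of a named miRNA by at most 0.246. Signal over background, with medians from 8.10 to 9.83 per time point, limits the size of changes of dim miRNAs. For miR-99b-5p, not detected on 2 day 1 arrays, the change ran from 1.20 with normexp to 8.22 in the deposited values.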

Differences from the paper's values

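The paper reports 93 miRNAs changed over time and more than 2-fold, and 156 were counted here. Of the alternatives set before the data were examined, 8 of 18 come within 1.5 times the paper's 93: detection on all 4 arrays of a time point (130), no filter (129), the 75th percentile over miRNAs detected on all 12 arrays (136) and over all miRNAs (133), quantile normalization over all mouse miRNAs (137), the processed spot signal (132), normexp background correction (94), and the authors' deposited values (98). The others do not: detection on all 12 arrays (58), no normalization (158), the median (141), a floor of 0.1 (148), the one-way analysis of variance without and with adjustment (156 and 148), the trend (159), an unadjusted p (161), an adjusted p under 0.05 (175), the replicate block (158), and the 12 leave-outs (146 to 159). Of the 93 miRNAs labelled in Figures 3–9, normexp drops 23, the processed spot signal 21, and both 75th percentile scalings 20 each. No filter drops 15, quantile normalization over all mouse miRNAs 14, detection on all 4 arrays of a time point 6, and the deposited values 0. Settings chosen after seeing the values also come within this limit: the deposited values with an unadjusted p (101, dropping 0 of the labels) or the one-way analysis of variance without and with adjustment (98 for both, dropping 0), the deposited values with detection on all 4 arrays of a time point (97, dropping 1), and the rebuilt normalization (100, dropping 6).

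The paper counts 49 up-regulated miRNAs, and 80 were counted here. Within 1.5 times the paper's value are 10 of 19 alternatives set before the data were examined: detection on all 4 arrays of a time point (66), no filter (72), the 75th percentile over miRNAs detected on all 12 arrays (53) and over all miRNAs (66), no normalization (60), quantile normalization over all mouse miRNAs (71), the median (70), the processed spot signal (55), normexp (49, which equals the paper's value), and the deposited values (52). Not within it are detection on all 12 arrays (29), a floor of 0.1 (77), the one-way analysis of variance without and with adjustment (80 and 78), the trend (81), an unadjusted p (82), an adjusted p under 0.05 (89), the replicate block (84), the sign of day 5 against day 1 (80), and the leave-outs (74 to 80). The settings on the deposited values chosen after seeing the values gave 52 with an unadjusted p and with the one-way analysis of variance without and with adjustment (dropping 0 of the 93 labels) and 51 with detection on all 4 arrays of a time point (dropping 1), and the rebuilt normalization, also chosen after seeing them, gave 54 (dropping 6).

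For down-regulated miRNAs the paper gives 44, against 76 here. Of 19 alternatives set before the data were examined, 5 are within 1.5 times the paper's value: detection on all 4 arrays of a time point (64), no filter (57), quantile normalization over all mouse miRNAs (66), normexp (45), and the deposited values (46). The others are not: detection on all 12 arrays (29), the 75th percentile over miRNAs detected on all 12 arrays (83) and over all miRNAs (67), no normalization (98), the median (71), the processed spot signal (77), a floor of 0.1 (71), the one-way analysis of variance without and with adjustment (76 and 70), the trend (78), an unadjusted p (79), an adjusted p under 0.05 (86), the replicate block (74), the sign of day 5 against day 1 (76), and the leave-outs (71 to 81). Among settings chosen after seeing the values, the deposited values gave 49 with an unadjusted p and 46 with the one-way analysis of variance without and with adjustment (dropping 0 of the labels), 46 with detection on all 4 arrays of a time point (dropping 1), and the rebuilt normalization gave 46 (dropping 6).

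The number changed over time, 210 here against the paper's 142, is within 1.5 times. It is above that without day 5 replicate 4 (214), with the one-way analysis of variance and no adjustment (214), with an unadjusted p (217), and with an adjusted p under 0.05 (241). The deposited values with detection on all 4 arrays of a time point, a setting chosen after seeing the values that drops 1 of the 93 labels, gave 142, equal to the paper's value, and the deposited values gave 143.

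Of the 93 miRNAs labelled in Figures 3–9, 85 were called here and 8 were not. let-7a-5p (largest log2 change 0.92) was called only in the 5 settings on the deposited values. miR-296-5p (-0.96) was called in those, in the rebuilt normalization, with the 75th percentile over miRNAs detected on all 12 arrays and over all miRNAs, without normalization, with the median, with the processed spot signal, and without day 1 replicate 3. miR-146b-5p (-0.86) was called in the 5 settings on the deposited values, with detection on all 12 arrays, with the 75th percentile over miRNAs detected on all 12 arrays, without normalization, and with the processed spot signal. miR-466f-3p (-0.81) was called in the same 5, in the rebuilt normalization, with that percentile, and without normalization. For miR-338-5p (0.75, adjusted p = 0.0106 in the F test of limma) those were the same 5 and detection on all 4 arrays of a time point. miR-450a-2-3p (-4.27, adjusted p = 0.0123 in the same limma test) was called in the same 5, in the rebuilt normalization, with detection on all 4 arrays of a time point, with the 75th percentile over miRNAs detected on all 12 arrays, with the trend, with an unadjusted p, with an adjusted p under 0.05, and without day 3 replicate 4 or day 5 replicates 1, 2, or 4. miR-501-3p (4.58, adjusted p = 0.0211 in the same limma test) was called in 4 of the 5 (not with detection on all 4 arrays of a time point), in the rebuilt normalization, with an adjusted p under 0.05, with the replicate block, and without day 1 replicate 2 or day 5 replicate 4. miR-669a-5p, shown as falling (largest change -0.49, adjusted p = 0.152 in the same limma test), was called only in the 5 settings on the deposited values, and there its largest change was upward, 1.67. Of the 5 settings, all but the deposited values with the main test were chosen after seeing the values, as was the rebuilt normalization, and they drop 0, 0, 0, 1, and 6 of the labels.

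The labels of the figures divide into 48 rising and 45 falling, while the text of the paper divides its total as given above. The note to Table 2 gives a total of regulated miRNAs that is not the one in the text. For the following rankings, the comparisons were chosen after the values were seen. The paper places miR-99b-5p among the most strongly rising miRNAs. Among the 48 rising labels it ranks 13 here and 2 in the deposited values, while miR-365-3p ranks 3 here and 15 in the deposited values, and miR-451 ranks 1 of the 45 falling labels here and 3 there. The paper names cluster 7 for the most rising and cluster 6 for the most falling miRNAs. Cluster 7 holds 3 of the 8 largest rises among the labels here and 7 in the deposited values, although its median rise is the highest of the clusters (2.54 here, 7.42 in the deposited values). Cluster 6 holds 3 of the 10 largest falls here and 8 in the deposited values, and its median is the lowest (-3.22 here, -6.03 in the deposited values). Of the labels in these clusters, 6 of 8 and 10 of 10 were not detected on every array of days 1 and 5.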

Other observations

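Of the tests in this part, those on the authors' deposited values, on miR-181b, on miR-193, and on the slides were chosen only after the result was seen.

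The fall of miR-451 was set against a list of erythroid miRNAs. Of its 4 members, miR-144* and miR-486 are not on the array, and miR-451 was named by the paper. The remaining member, miR-144, was detected on 2 of 4 day 1 arrays and none later, and fell at least 5.06-fold by day 5. With the 5th percentile of the detected signals the bound is at least 1.52-fold, short of the 2-fold fall set for this test. A loss of erythroid cells may explain the fall of miR-451. On these arrays such a loss cannot be told apart from a common transcript of both miRNAs turned down within the cells that remain. The reason is that miR-144 is the single other member measured and its signal at day 1 is close to the limit of detection. The paper's qRT-PCR, which did not detect miR-451 in a mouse monocytic cell line, lies outside these data.

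miR-126-3p, miR-150, and miR-144 were detected at day 1 and on no array at days 3 and 5. Of 6 miRNAs of the erythroid, lymphoid, and megakaryocytic lists detected at day 1, 5 fell, 4 of them past the threshold: miR-451, miR-144, miR-126-3p (at least 22.1-fold lower, or at least 8.72-fold with the 5th percentile), and miR-181a (-0.80). The fall of miR-150 (at least 4.68-fold, or at least 1.52-fold with the 5th percentile, adjusted p = 0.067 from limma) did not pass. miR-181b rose by 0.45, not past the threshold (higher in the deposited values too, and -0.04 when only miRNAs detected on all 12 arrays were tested). A loss of cells of other lineages could explain the 5 falls, but not a rise of miR-181b. Loss of other cells and changes within the remaining cells cannot be told apart for these miRNAs, because the list moved both ways and because miR-181a and miR-181b stayed detected on all 12 arrays, where the loss of a small share of cells would not show. The granulocytic list holds miR-223, which was saturated at days 1 and 5 and gave -0.43, without a bound.

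miR-199a-3p (log2 change 2.23) and miR-199a-5p (2.72) rose from day 1 to day 5, and they are on the stromal list. Of the other 3 members, 2 rose past the threshold: miR-143 (detected on no day 1 array and 3 day 5 arrays, at least 52.9-fold, or at least 4.02-fold with the 5th percentile of the detected signals) and miR-214 (1 and 3 arrays, log2 change 6.10, a size that rests on arrays without detection). miR-145 was detected on 1 day 1 array and none later (-0.13). Stromal cells in the cultures may be the source of the rises. Stromal cells and expression by the osteoclast lineage itself cannot be told apart, since the array measures miRNAs only and no abundant stromal transcript can be set beside them.

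The miRNAs that fell had probes richer in GC than those that rose. The mean GC content of the longest probe was 59.1% for 76 falling and 48.8% for 80 rising miRNAs, a difference of 10.3 points (permutation test with 100000 resamples, p = 2e-05, the smallest p they can give). Entries with a release suffix in their name were 8 among falling and 0 among rising miRNAs (Fisher's exact test, p = 0.0026). Among miRNAs detected on all 12 arrays, falling ones had a median residual correlation with each other of 0.25 and rising ones of 0.15. For the 7 falling entries with a release suffix among them it was 0.21, below that of all falling ones. Probes that read fragments of ribosomal or other abundant RNA are a candidate explanation for some of the falls. This cannot be told apart from falls of GC-rich miRNAs themselves, because the match of the probes to ribosomal RNA was not tested.

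The total miRNA signal differed between time points (58.6% of day 1 at day 3, 80.7% at day 5), which might make miRNAs fall. As the whole cause this is argued against, since 56 of the 76 falling miRNAs also fell past both limits under all 5 other scalings, with 49 of the 80 rising miRNAs doing the same upward. For the remaining falls it stays open.

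All day 3 arrays lay on slide 2 and those of days 1 and 5 on slide 1, so a difference between the slides could contribute to any change at day 3. As the whole cause of the changes from day 1 to day 3 it is argued against. miRNAs detected on all 12 arrays and changed more than 2-fold from day 1 to day 5, all measured on slide 1, were chosen with 2 of the day 1 arrays, and their day 3 change was read against the other 2. With replicates 1 and 2 for the choice, 38 of 40 rising and 20 of 20 falling miRNAs moved in the same direction at day 3, and with replicates 3 and 4, 37 of 39 and 20 of 21. These are quantile normalized values, and the other scalings were not tested in this way. The lowest share was 93.5%, among rising miRNAs with probes of low GC content. Among probes of high GC content, both rises (9 of 9 and 8 of 8) and falls (18 of 18 and 17 of 18) moved in that direction. Falling miRNAs with low GC content, 2 or 3, were too few to count, a limit set after their number was seen. The contribution of the slides to the size of single changes at day 3, and to changes from day 3 to day 5, stays open. The day 1 arrays lay in row 1 of their slide and the arrays of days 3 and 5 in row 2. A difference between the rows would move days 3 and 5 the same way, so this comparison cannot exclude it.

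In the authors' deposited table, 300 values lay under 4, with a median of 0.25, where the scanner log2 had a median of 6.59. The authors' normalization was rebuilt from the scanner files with undetected features set to 0.1 before quantile normalization. The low values differed from the rebuilt ones by a median of 1.32 and from quantile normalization over the detected features by 5.94. The first is closer, but not within 1 log2 unit, and over all 2969 values 13.7% were within 0.05 (correlation 0.989). This step cannot be told apart from other treatments of undetected features as the source of the low values, because the rebuilt table is not exact. For 57 miRNAs with a low deposited value on any array, the size of the day 5 change exceeded the one here by a median of 2.36, and for 163 others by 0.02. Of the 57, 29 changed more than 16-fold in the deposited values and 6 here. These changes cannot be told apart from large changes of the miRNAs themselves by this comparison, because a low deposited value, by which the 57 were chosen, itself makes the deposited change large.

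Of 66 miRNAs called here and not in the deposited values, 62 (93.9%) had no deposited value on any array of a time point and could not be tested there. This may account for most of the difference in number.

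Both neighbors of the loci for miR-365 rose with it. miR-193, beside Mir365-2 on chromosome 11, had a log2 change of 3.43 (SE 0.45, adjusted p = 4.44e-05 from limma), with detection on 1, 4, and 4 arrays at days 1, 3, and 5. The size of this change rests on day 1 arrays without detection, and over 15 alternatives it ranged from 1.27 with normexp to 8.42 in the deposited values. miR-193b, beside Mir365-1 on chromosome 16, was detected on 0, 4, and 4 arrays and rose at least 14.4-fold (miR-193b day 5 against day 1, adjusted p = 0.00767 from limma, with 0.00105 to 0.0346 over its alternatives), or at least 2.65-fold with the 5th percentile of detected signals. Its call was lost without day 1 replicate 3 and without each array of days 3 and 5. Transcription of either locus, or both, may be the source of the rise, as a hypothesis. Signal shared between the related miR-193 and miR-193b probes was not tested and stays open.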
